# Loss of the mitochondrial protein Abcb10 results in altered arginine metabolism in MEL and K562 cells and nutrient stress signaling through ATF4

**DOI:** 10.1016/j.jbc.2023.104877

**Published:** 2023-06-01

**Authors:** Marisa Miljkovic, Alexandra Seguin, Xuan Jia, James E. Cox, Jonathan Leon Catrow, Hector Bergonia, John D. Phillips, W. Zac Stephens, Diane M. Ward

**Keywords:** arginine, differentiation, erythroid, metabolism, nutrient, transporter

## Abstract

Abcb10 is a mitochondrial membrane protein involved in hemoglobinization of red cells. Abcb10 topology and ATPase domain localization suggest it exports a substrate, likely biliverdin, out of mitochondria that is necessary for hemoglobinization. In this study, we generated *Abcb10* deletion cell lines in both mouse murine erythroleukemia and human erythroid precursor human myelogenous leukemia (K562) cells to better understand the consequences of Abcb10 loss. Loss of Abcb10 resulted in an inability to hemoglobinize upon differentiation in both K562 and mouse murine erythroleukemia cells with reduced heme and intermediate porphyrins and decreased levels of aminolevulinic acid synthase 2 activity. Metabolomic and transcriptional analyses revealed that Abcb10 loss gave rise to decreased cellular arginine levels, increased transcripts for cationic and neutral amino acid transporters with reduced levels of the citrulline to arginine converting enzymes argininosuccinate synthetase and argininosuccinate lyase. The reduced arginine levels in Abcb10-null cells gave rise to decreased proliferative capacity. Arginine supplementation improved both Abcb10-null proliferation and hemoglobinization upon differentiation. Abcb10-null cells showed increased phosphorylation of eukaryotic translation initiation factor 2 subunit alpha, increased expression of nutrient sensing transcription factor ATF4 and downstream targets DNA damage inducible transcript 3 (Chop), ChaC glutathione specific gamma-glutamylcyclotransferase 1 (Chac1), and arginyl-tRNA synthetase 1 (Rars). These results suggest that when the Abcb10 substrate is trapped in the mitochondria, the nutrient sensing machinery is turned on remodeling transcription to block protein synthesis necessary for proliferation and hemoglobin biosynthesis in erythroid models.

Hematopoietic lineage cells require significant metabolic remodeling during hemoglobinization (1). Mitochondria play a crucial role in sensing and signaling to make these changes. Many of these changes require transport of substrates into and out of the mitochondria, and several mitochondrial transporters have been identified based upon human diseases and model organism homolog studies. Examples include the mitochondrial serine transporter Sfxn1, which is necessary for glycine and purine synthesis (2) and the mitochondrial pyruvate carrier MCP1, which is essential for carbohydrate, fat, and amino acid metabolism (3, 4). When these transporters are altered (*e.g.*, increased or decreased expression), mitochondrial metabolism is altered resulting in signals for transcriptional changes that allow shifting from glycolysis to oxidative phosphorylation (OXPHOS) or back to glycolysis. ATP-binding cassette (Abc) transporters belong to a large superfamily of membrane proteins and are found in all kingdoms of life (5). Abc transporters hydrolyze ATP, which allows for the import and export of various substrates. Four mammalian Abcb transporters, Abcb6, Abcb7, Abcb8, and Abcb10, have been identified to localize to the mitochondria. Abcb10 (also known as ABC-mitochondrial erythroid) is expressed in most tissues including the liver, kidneys, brain, heart, and spleen but is most abundant in the fetal liver and adult bone marrow, the primary sites for terminal hematopoiesis (6). There has been some debate over what substrate is exported by Abcb10, but a recent study suggests that Abcb10 transports a breakdown product of heme, biliverdin (7).

Abcb10 knockout mice shows severe anemia at day 10.5 of development, and it is embryonically lethal by day 12.5 of gestation (8). Abcb10 has also been demonstrated to enhance heme biosynthesis by forming a complex with mitoferrin 1 (Mfrn1) and ferrochelatase (Fech) (9, 10). Murine erythroleukemia (MEL) cells stably expressing shRNA directed against *Abcb10* showed that reductions in Abcb10 affected heme synthesis but no accumulation of protoporphyrin IX (PPIX) suggesting that iron was not limiting and Fech was functional (11). In same study, we also demonstrated that reductions in Abcb10 resulted in decreased expression of heme biosynthesis genes *aminolevulinic acid synthase 2 (Alas2*) and *Fech* and mitochondrial iron acquisition gene *Mfrn1* and *β-globin* transcripts. This suggests that the substrate exported by Abcb10 provides a signal for the induction of transcription of hemoglobin biosynthesis genes upon differentiation.

We utilized both metabolic and transcriptional analysis to identify how loss of Abcb10 affects the transcriptional program of heme biosynthesis. To accomplish this, we deleted Abcb10 in two different hematopoietic cell lines. We have determined the loss of Abcb10 affects arginine metabolism in MEL and K562 cell models of erythroid differentiation. Decreased arginine levels induced the increased expression of nutrient sensing transcription factor ATF4 and its downstream targets CHOP and CHAC1 that limit protein synthesis until the nutrients stress response is satisfied, and the necessary metabolic shifts permit hemoglobinization.

## Results

### Loss of Abcb10 results in diminished hemoglobinization in differentiated MEL and K562 cells

Loss of Abcb10 is embryonic lethal, and loss of Abcb10 in hematopoietic cells results in severe anemia (8). We have previously shown that reductions in Abcb10 results in partial hemoglobinization in the MEL model for hemoglobinization (11). The partial hemoglobinization was thought to be due to residual Abcb10 protein. To determine if there is a complete loss of hemoglobinization in the absence of Abcb10, K562 and MEL cells were transduced with lentiviral CRISPR/Cas9 constructs deleting specific regions of exons of either the human (K562) or murine (Mel) *ABC10* genes (Table 1). Cells were sorted for positive transduction by mCherry, BFP, or GFP, and single cell clones were analyzed by RT-qPCR and Western blot. We identified both K562 and MEL cell CRISPR/Cas9 clones that showed significant reductions in *ABCB10* or *Abcb10* transcripts in both undifferentiated and differentiated cells compared to wildtype (WT) K562 or MEL cells (Fig. 1*A*). The loss of h*ABCB10*/m*Abcb10* transcripts led to loss of Abcb10 protein in both K562 and MEL cells (Fig. 1*B*). We note that Abcb10 induction during differentiation was much more dramatic in MEL cells compared to K562. In K562 cells, we observed that Abcb10 protein was present even in undifferentiated cells suggesting constitutive expression. To determine if there were differences in hemoglobinization, WT K562 and MEL cells along with Abcb10-null cells were differentiated using either Na-butyrate (K562) for 8 days or 1.5% dimethyl sulfoxide (DMSO)(MEL) for 5 days. Both Abcb10-null K562 and MEL cells showed a loss of hemoglobinization compared to WT (Fig. 1*C*). We observed some Abcb10 CRIPSR-transduced MEL clones that showed only partial reductions in hemoglobinization, which corresponded with remaining Abcb10 protein (Fig. S1*A*, clone J). We focused on clones that showed a complete loss of Abcb10 protein (K562 clone #40 and MEL clone #12), referred to as Abcb10 null or Abcb10^−/−^. We utilized the MEL cell model to quantify changes in heme and intermediate porphyrins, as hemoglobinization was more prominent in MEL cells. Abcb10-null MEL cells showed significantly reduced intermediate porphyrins, PPIX, and heme levels compared to WT MEL cells (Fig. 1*D*).

**Table 1:** CRISPR/Cas9 target sequences

Species	Target gene	Target sequence
Human	*ABCB10*	E1S1 GTCGCACGCAGCGCCATGCG
Mouse	*Abcb10*	E1S2 CGTACGCGCGTGGACCTC
Mouse	*Abcb10*	E3S9 TCGGATACCGCACTCC

E = exon; S = site.

**Figure 1:**
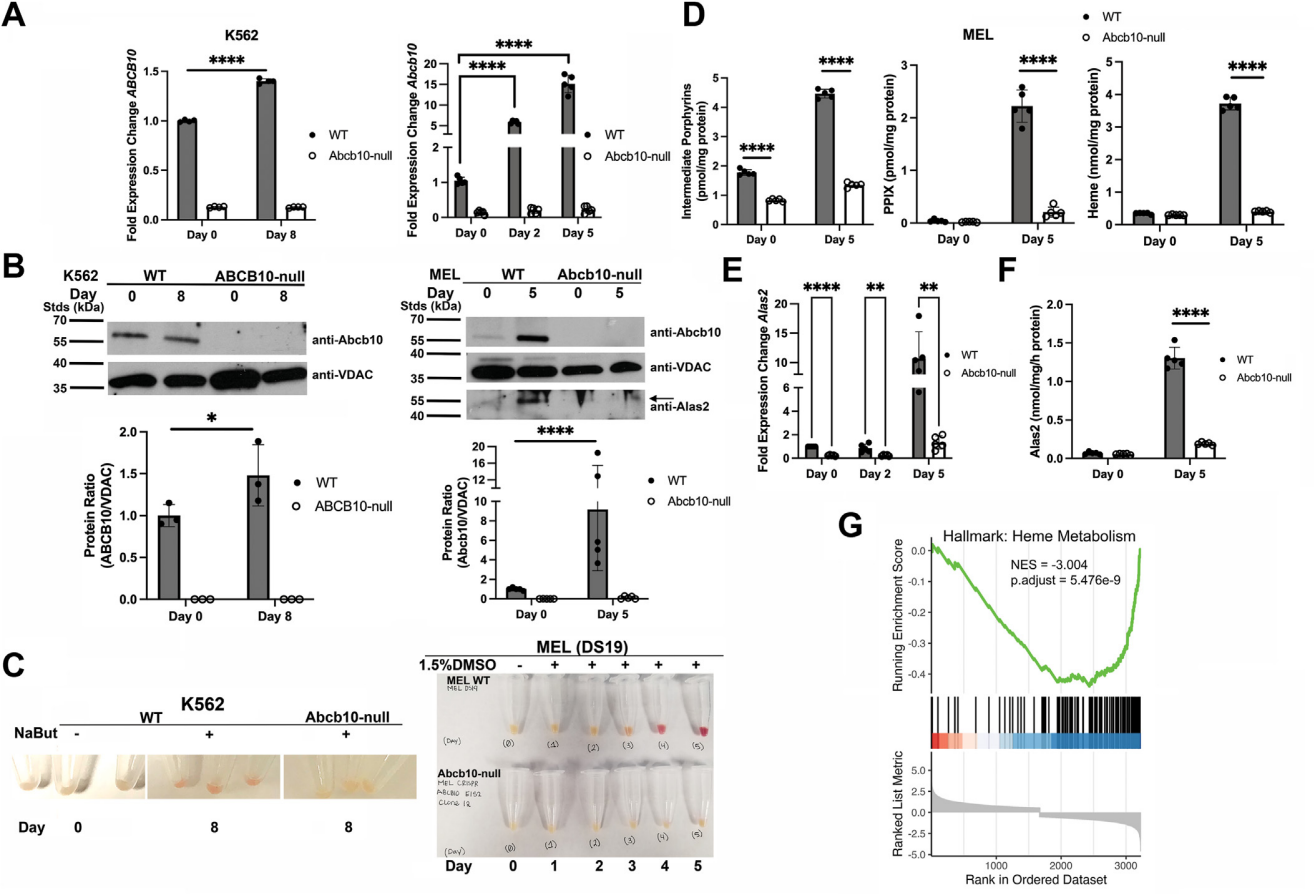
**Loss of Abcb10 using CRISPR/Cas9 strategy resulted in reduced expression of heme synthesis enzymes with corresponding reductions in hemoglobinization.** WT K562 and MEL cells were transduced with control (mCherry) or *ABCB10/Abcb10*-targeted CRISPR/Cas9 lentiviral constructs as described in Experimental procedures. *A*, RT-qPCR was performed on isolated clones that were differentiated for either 8 days (K562) or 2 and 5 days (MEL) as described in Experimental procedures using actin transcripts as a control. Bar graphs show the mean ± SD, n = 3 to 5 experiments with Student’s *t* test significance *p* ≤ 0.05. *B*, Western blot analysis for Abcb10 protein was performed on isolated mitochondria from cells as in (*A*) using VDAC (porin) as a loading control. A representative blot is shown, and experimental replicate blots were quantified using Fiji ImageJ software. Bar graphs show the mean ± SD, n = 3 to 5 experiments with Student’s *t* test significance *p* ≤ 0.05. For MEL cells, Alas2 protein levels were also determined by Western blot. *C*, a time course of hemoglobinization of cells as in (*A*) is shown for WT K562, Abcb10-null K562 cells (*left panels*, three replicates), and WT MEL and Abcb10-null MEL cells (*right panel*). *Red color* observed in the cell pellets indicates hemoglobinization. *D*, porphyrin intermediates, PPIX, and heme levels of WT and Abcb10 null differentiated MEL cells were determined as described in Experimental procedures (n = 5 replicates/experiment). A representative experiment is shown. Bar graphs show the mean ± SD, n = 3–5 experiments) with Student’s *t* test significance *p* ≤ 0.05. *E*, RT-qPCR transcripts for *Alas2* were determined in differentiated WT and Abcb10-null MEL cells. Bar graphs show the mean ± SD, n = 3 to 5 experiments with Student’s *t* test significance *p* ≤ 0.05. *F*, Alas2 activity in cells as in (*E*) were determined as described in Experimental procedures (n ≤ 3 biologic replicates with a minimum of three experimental replicates). Bar graphs show the mean ± SD, with Student’s *t* test significance *p* ≤ 0.05. *G*, RNA Seq was performed on undifferentiated and differentiated WT and Abcb10-null MEL cells (n = 5 replicates) as described in Experimental procedures. Gene Set Enrichment Analysis on Hallmark gene sets showed marked reductions in heme metabolism at Day 5 of differentiation. MEL, murine erythroleukemia; PPIX, protoporphyrin IX.

There are two rate-limiting enzymes in heme synthesis: Alas2, which makes ALA from glycine and succinyl CoA, and Fech, which inserts iron into the PPIX ring (12). *Alas2* is known to be induced during erythroid differentiation. Previously, we showed that there was decreased *Alas2* expression when Abcb10 levels were reduced using siRNA (11). Alas2 levels were also downregulated by the complete loss of Abcb10. *Alas2* transcripts were reduced in Abcb10-null cells (Fig. 1*E*), and this reduction in *Alas2* expression corresponded with decreased Alas2 protein (Fig. 1*B*) and decreased Alas2 activity in the absence of Abcb10 (Fig. 1*F*). We performed RNA seq on MEL cells during differentiation to identify other pathways that might be affected by loss of Abcb10. 

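Murine erythroleukemia (MEL) cells are a mouse cell line that makes hemoglobin when treated with DMSO. RNA from WT and Abcb10-null MEL cells at days 0, 2 and 5 of differentiation in 1.5% DMSO was sequenced, with 5 libraries per genotype and day and 30 libraries in all. The Abcb10-null libraries came from a single CRISPR/Cas9 clone, so each comparison between genotypes is also a comparison of that clone with the WT cells.
The authors depleted ribosomal and globin RNA, prepared stranded libraries, trimmed adapters with cutadapt, aligned the read pairs to GRCm38 with STAR and counted them on Ensembl genes with featureCounts. The deposited values are these counts, without normalization, for 54532 genes, of which 9219 had no count in any library. The paper's text does not name the strand setting of the counting, so a gene that shares exon bases with another gene may hold some of its reads.
Total counts per library at day 0 were 14364618 to 19140072 (median 16510488) in WT and 16454936 to 20157768 (median 19254873) in Abcb10-null cells. At day 2 they were 13829992 to 16553112 (median 15058820) and 17301441 to 19616273 (median 18655844), and at day 5 10498239 to 15201583 (median 13671847) and 9906783 to 18107934 (median 16473745).
From these counts, genes were tested with edgeR's quasi-likelihood F test after TMM normalization and filtering with filterByExpr, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Each comparison of genotypes used the 10 libraries of 1 day. Transcript levels are given in edgeR's CPM, the count divided by the TMM-scaled library size. A count of 3 or less was taken as the floor.
All 5 libraries of a group entered every value. The paper's bar graphs used 5 libraries (Fig. S1B) or from 3 to 5 (Fig. 5B), and the libraries left out there are not identified in its text. Where all 5 libraries of one genotype lay on the same side of all 5 of the other, the exact permutation test (two-sided) gives p = 0.00794, the smallest that 5 libraries against 5 allow.
*Abcb10* itself (ENSMUSG00000031974, chromosome 8, 123952459 to 123983122 on GRCm38) had transcripts in all 30 libraries. In WT cells it averaged 119 ± 5.65 CPM (SD, n = 5) at day 0, 567 ± 87.5 at day 2 and 1223 ± 45.6 at day 5. In Abcb10-null cells it averaged 74.3 ± 4.82, 202 ± 62.1 and 212 ± 30.2 CPM. The log2 fold change of Abcb10-null against WT was -0.68 (standard error 0.063, edgeR adjusted p = 1.15e-07) at day 0, -1.54 (edgeR adjusted p = 0.000551) at day 2 and -2.54 (edgeR adjusted p = 5.51e-08) at day 5, and every Abcb10-null library lay below every WT library of its day. Of the 7 other processing settings tried, a single fit of all 30 libraries moved the day 2 value most, to -1.49. Abcb10-null replicate 3 of day 2 had 312 CPM against 162 to 189 in the others, and without it the day 2 value was -1.74. The antisense gene *Gm45890* covers 10.3% of the exon bases of *Abcb10* on the opposite strand.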

Gene set enrichment analysis (GSEA) revealed that transcripts for other enzymes in the heme biosynthesis pathway that are induced during differentiation were decreased in the absence of Abcb10, especially on Day 5 where transcripts for hemoglobinization are highly induced in WT MEL cells (Fig. 1*G*). 

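Transcripts of the enzymes of heme synthesis were tested together with limma's camera, a competitive gene set test, in place of the Hallmark collection, which was not used here. At day 0 the median log2 fold change of Abcb10-null against WT over the set was 0.076 (camera, limma adjusted p = 0.263, fry 0.00101). Camera's direction was down, against the sign of this median, and single genes ranged from -1.35 to 0.30. The median fell to 0.050 without WT replicate 2 and 0.043 without WT replicate 5. At day 2 the median was -0.47 (limma adjusted p = 0.000892). At day 5 it was -1.17 (limma adjusted p = 1.24e-05). The day 5 median stayed from -1.23 to -1.12 over the 10 fits that each left out 1 library.
Camera assumes a small preset correlation between genes. Of the 11, 10 and 11 gene sets of 17 that it called at days 0, 2 and 5, fry also called 11, 9 and 9. With the correlation estimated for each set, 2 held at day 0 and 0 at days 2 and 5, where 1 and 2 sets had an unadjusted p under 0.05. That setting moved the heme synthesis enzymes most at day 5, to an adjusted p of 0.24, while fry gave 0.000156, and the adjusted p ran from 1.37e-16 to 0.24 over its 8 alternatives.
A wider list of 29 erythroid membrane, iron and transcription genes was lower, with a median log2 fold change of -0.066 at day 0, -0.43 at day 2 and -1.37 at day 5 (limma camera adjusted p = 0.0176, 0.000304 and 2.16e-14). The day 0 call was lost with all 30 libraries in one fit (0.074; from 0.000656 to 0.224 over its 8 alternatives), and its median was -0.13 without WT replicate 2 and -0.11 without Abcb10-null replicate 5. At day 5, 24 of 29 genes tested were called lower.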

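Transcripts of 6 genes of the heme pathway were compared between the genotypes at day 5. *Alad* (ENSMUSG00000028393, chromosome 4, 62509169 to 62519918) averaged 617 ± 76.4 CPM (SD, n = 5) in WT and 183 ± 30.8 in Abcb10-null cells, a log2 fold change of -1.76 (standard error 0.14, edgeR adjusted p = 2.64e-06). *Urod* (ENSMUSG00000028684, chromosome 4, 116989965 to 116994413) averaged 330.3 ± 32.6 and 169.9 ± 27.6 CPM and changed by -0.97 (standard error 0.12, edgeR adjusted p = 9.13e-05). *Cpox* (ENSMUSG00000022742, chromosome 16, 58670292 to 58717636) averaged 613 ± 216 and 184 ± 64.2 CPM and changed by -1.75 (standard error 0.31, edgeR adjusted p = 0.000798), with WT replicate 5 at 236 CPM and the other WT libraries from 661 to 772. Without that library the log2 fold change of *Cpox* was -1.96. *Fech* (ENSMUSG00000024588, chromosome 18, 64452914 to 64490251) averaged 538 ± 71.8 and 299.9 ± 72.3 CPM, a difference of -0.85 (standard error 0.16, edgeR adjusted p = 0.0015). Every Abcb10-null library lay below every WT library for *Alad*, *Urod* and *Fech*, and 4 of 5 did for *Cpox*.
*Ppox* (ENSMUSG00000062729, chromosome 1, 171275990 to 171281186) averaged 104 ± 21.7 and 67.7 ± 22.8 CPM and changed by -0.63 (standard error 0.22, edgeR adjusted p = 0.0407). This call held in 3 of the 10 fits that left out 1 library and was lost without WT replicate 1, 2, 3 or 4 or Abcb10-null replicate 3, 4 or 5, with log2 fold changes from -0.78 to -0.48. *Uros* (ENSMUSG00000030979, chromosome 7, 133686243 to 133710072) averaged 100.3 ± 35.0 and 95.6 ± 33.6 CPM, and its log2 fold change of -0.071 (standard error 0.25, edgeR adjusted p = 0.843) took either sign when 1 library was left out (from -0.23 to 0.15), turning positive without WT replicate 5 (0.15) or Abcb10-null replicate 1 (0.039) or 4 (0.042).
At day 2, *Ppox* (-1.30, edgeR adjusted p = 0.00198), *Fech* (-0.39, edgeR adjusted p = 0.0157) and *Urod* (-0.34, edgeR adjusted p = 0.0374) were called lower. The *Urod* call held in 2 of 10 fits with 1 library left out, and the *Fech* call was lost when all genes with at least 1 count were tested (0.117; from 0.00799 to 0.117 over its 7 alternatives). *Alad* (-0.59, edgeR adjusted p = 0.0606) was called with DESeq2 (0.0425; from 0.00606 to 0.0587 over its 7 alternatives) and without Abcb10-null replicate 3 (-0.81). *Cpox* (-0.36, edgeR adjusted p = 0.107) was called under none of the settings.
At day 0, *Alad* was lower (-0.29, edgeR adjusted p = 0.000581) and *Uros* higher (0.30, edgeR adjusted p = 0.00976). *Cpox* was higher by 0.18 (edgeR adjusted p = 0.0403), a call that 2 of 10 fits with 1 library left out kept, those without WT replicate 1 or Abcb10-null replicate 1. None of these 3 calls held with all 30 libraries in one fit. *Urod* (0.058), *Ppox* (0.19) and *Fech* (0.095) were not called, although *Ppox* was without Abcb10-null replicate 1 (0.27). *B4galt3* shares 17.5% of the exon bases of *Ppox* and *Gpr15* 3.06% of those of *Cpox*, each on the opposite strand.

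**Figure D1:**
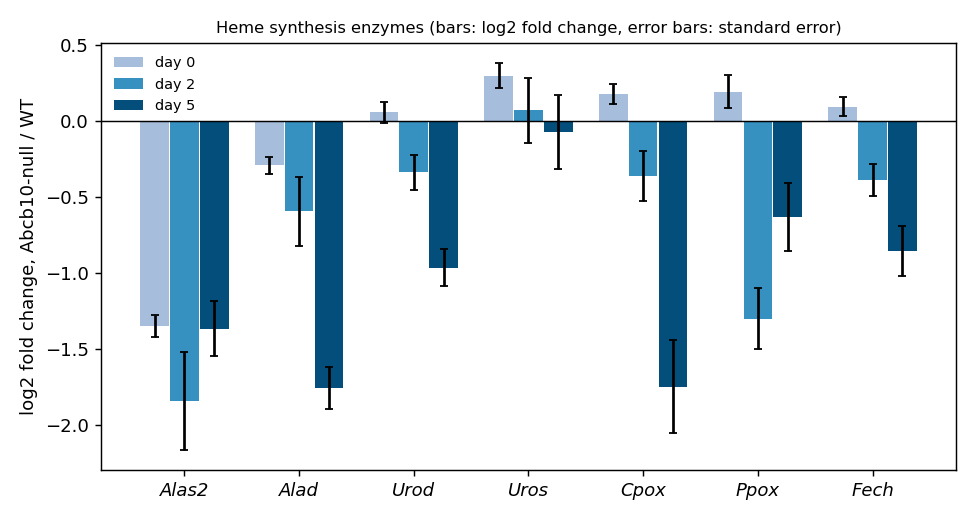
Log2 fold change of Abcb10-null against WT cells (y axis) for the heme synthesis enzymes at days 0, 2 and 5 (5 libraries per genotype and day); bars show edgeR's estimate and error bars its standard error. At day 5 the bars for *Alad*, *Cpox*, *Urod* and *Fech* lie from -1.76 to -0.85, and the *Uros* bar lies near 0.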

Transcripts for *Alad*, *Urod, Cpox, Ppox*, and *Fech* were reduced in the absence of Abcb10, whereas *UroS* transcripts were induced to similar levels to WT MEL cells (Fig. S1*B*). Together, the loss of Abcb10 decreased the induction of hemoglobinization and therefore intermediate porphyrins and heme did not accumulate compared to WT cells.

### Loss of Abcb10 causes cellular arginine depletion and citrulline and ornithine accumulation

To determine other cellular consequences of Abcb10 loss, we performed metabolomics on mitochondria and cytosol from differentiated WT and Abcb10-null MEL cells. We reasoned that the substrate transported by Abcb10 might be “trapped” inside the mitochondria, thus altering mitochondrial and cytosolic metabolites. Differences in metabolites in the absence of Abcb10 were detected at each day of differentiation. Principle component analysis grouped cells according to genotype confirming that metabolites were consistently altered in the absence of Abcb10 (Fig. 2*A*). Volcano plots showed the most prominent changes were in arginine metabolism, oxidized glutathione GSSG, and nicotinic acid (NA) levels (Fig. 2*B*). Oxidized glutathione (GSSG) was dramatically increased in the absence of Abcb10 suggestive of increased oxidative stress; however, we did not observe any changes in reduced glutathione (GSH) levels (Fig. S2*A*). We observed large increases in NA in Abcb10-null MEL cells (Fig. 2*B*). NA can be used in the salvage pathway to generate nicotinamide adenine dinucleotide (NAD) through the activity of the enzyme NA phosphoribosyltransferase (NAPRT) (13). We observed increased NAD at Day 0, but no increase in NAD was observed at Day 5. RT-qPCR revealed that *NAPRT* transcripts were increased during MEL cell differentiation in WT cells, but transcripts were not consistently increased in the absence of Abcb10 (Fig. 2*C*). These results provide an explanation for the accumulation of NA, but not for the decrease in *NAPRT* transcripts. We also observed significant increases in cytosolic and mitochondrial pyruvate (Fig. S2*B*), suggesting that glycolysis is increased, and/or the Krebs cycle utilization of pyruvate is reduced.

**Figure 2:**
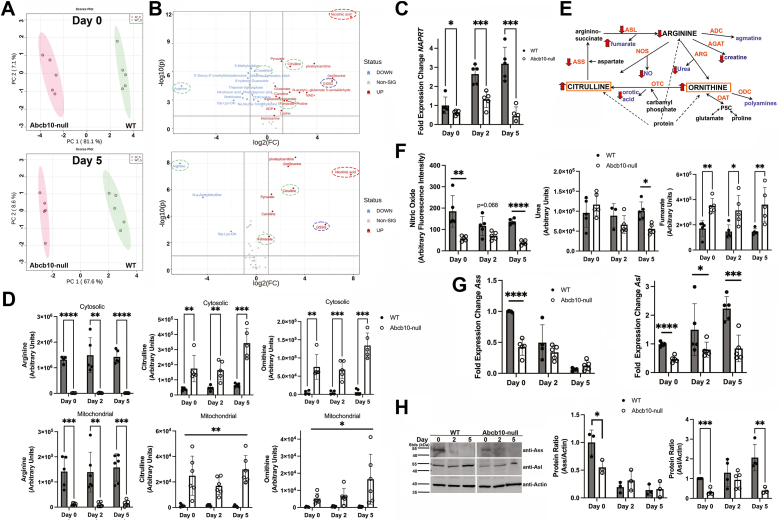
**Targeted metabolomics revealed changes in arginine metabolism in the absence of Abcb10.***A*, metabolomic analysis was performed on undifferentiated and differentiated WT and Abcb10-null MEL (n = 5 replicates) as described in Experimental procedures. Principal component analysis (PCA) was performed on metabolomic results from Day 0 and Day 5 of differentiation. A representative experiment is shown. *B*, volcano plots of changes in metabolites observed in Abcb10-null MEL cells at Day 0 and Day 5 are shown. Significance is shown at greater than 1.5-fold change (log2 scale) (n = 2 experimental replicates). *Hash circled* in *green* are components of the arginine metabolism pathway, in *red* nicotinic acid and in *blue* GSSG. *C*, transcript levels for *NAPRT* with *actin* as a loading control was performed using RT-qPCR as described in Experimental procedures (n = 2 technical replicates and five biologic replicates). Bar graphs show the mean ± SD, with Student’s *t* test significance *p* ≤ 0.05. *D*, targeted metabolomics for arginine, citrulline, and ornithine were determined from cells treated as in (*A*) as described in Experimental procedures. The data are expressed as arbitrary units (each experiment n = 5–6 replicates; n = 2 biologic replicates). Bar graphs show the mean ± SD, with Student’s *t* test significance *p* ≤ 0.05. *E*, arginine metabolism pathway—citrulline is a metabolite of arginine metabolism that is generated either from the breakdown of modified arginine (citrulline) in proteins, the activity of nitric oxide synthetase (NOS) generating NO or through arginase (ARG) that is responsible for converting toxic NH_4_^+^ to nontoxic urea resulting in the conversion of arginine to ornithine, which can then be combined with carbamoyl phosphate by the enzymatic reaction of ornithine transcarbamylase (OTC) to generate citrulline and the metabolite orotic acid. Citrulline can then be reconverted to arginine by the enzymes argininosuccinate synthase (ASS) and argininosuccinate lyase (ASL) with the byproduct fumarate. Ornithine is produced by three pathways: (1) breakdown of modified arginine (ornithine) in proteins, (2) breakdown of arginine by arginase in the urea cycle, or (3) synthesized *de novo* from glutamate and proline *via* ornitine aminotransferase (OAT). Reductions in arginine can also result from breakdown by arginine decarboxylase (ADC) generating agmatine or breakdown by arginine:glycine amidinotransferase (AGAT) generating creatine. *Red arrows* denote changes observed in the absence of Abcb10 as measured by metabolomics (*A*, *B*, and *D*) and Western blot (*H*). *F*, targeted measurements of metabolites including NO as describe in Experimental procedures, urea and fumarate were determined from cells as in (*D*). Bar graphs show the mean ± SD, with Student’s *t* test significance *p* ≤ 0.05. *G*, transcript levels for *Ass* and *Asl* with *actin* as a loading control were performed using RT-qPCR as described in Experimental procedures (n = 2 technical replicates and five biologic replicates). Bar graphs show the mean ± SD, with Student’s *t* test significance *p* ≤ 0.05. *H*, Western blot analysis for Ass, Asl, and actin were performed on cells as in (*A*) (n = 3 biologic replicates). Blots were quantified using Fiji Image J as described in Experimental procedures using actin as a loading control. Bar graphs show the mean ± SD, with Student’s *t* test significance *p* ≤ 0.05. MEL, murine erythroleukemia.

Targeted LC-MS/MS metabolomics showed the most dramatic changes in arginine, citrulline, and ornithine with significant diminutions in arginine and accumulation of citrulline and ornithine in both the mitochondria and cytosol in the absence of Abcb10 in MEL cells (Fig. 2*D*). An abbreviated arginine metabolism pathway is shown in Fig. 2*E*. To identify the mechanism of citrulline and ornithine accumulation in the absence of Abcb10, we first measured nitric oxide and urea levels. Nitric oxide levels were decreased in the absence of Abcb10, whereas urea levels were only significantly reduced on day 5 of differentiation (Fig. 2*F*). Importantly, nitric oxide has been shown to inhibit hemoglobinization in MEL cells (14), but we observed reduced levels of nitric oxide in the absence of Abcb10, suggesting that the loss of hemoglobinization was not due to elevated nitric oxide. To determine if citrulline accumulation in the absence of Abcb10 was a consequence of ornithine and carbomoyl phosphate being converted to citrulline by the enzyme ornithine transcarbamylase, we measured the metabolite orotic acid. We saw a slight reduction in cytosolic orotic acid at day 5 of differentiation, but no changes in mitochondrial orotic acid were observed in Abcb10-null cells (Fig. S2*C*). Similarly, there was a trend toward decreased levels of creatine, a breakdown product of arginine, supporting that arginine reductions were not due to increased breakdown in the absence of Abcb10. Two amino acids that can be utilized to make ornithine are proline and glutamate. Proline levels were either equivalent or elevated in the absence of Abcb10, although we noted that proline levels were quite variable, while glutamate levels trended downward in the absence of Abcb10 (Fig. S2*D*). As ornithine also accumulated, this suggests that there is not a defect in ornithine nor citrulline synthesis and that the excess of these two molecules may be due to a defect in regeneration of arginine.

Arginine is converted to ornithine and urea through the activity of the enzyme arginase. Ornithine levels were elevated in the absence of Abcb10, but there was no increase in cellular urea (Fig. 2*F*). If anything, we observed a trend toward decreased cellular urea levels in Abcb10-null MEL cells. This may reflect decreased cellular arginine or increased urea released into the growth media. We were unable to detect urea in the growth media of either WT or Abcb10-null cells. Elevated citrulline and ornithine could be a consequence of arginine modification on associated proteins. We were unable to detect any citrullination of proteins in MEL cells (data not shown); however, we observed a slight increase in peptidyl arginine deiminase 3 (*Padi3*) transcripts, the enzyme responsible for modification of arginine to citrulline/ornithine, in Abcb10-null cells at days 0 and 5 compared to WT (Fig. S2*E*). Transcripts for other *Padi* genes *Padi1, 2,* and *4* were not detected in the RNA seq results. 

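*Padi1* (ENSMUSG00000025329, chromosome 4, 140812983 to 140845778 on GRCm38) had more than 3 counts in all 30 libraries. Its transcripts averaged 1.63 ± 0.451 CPM (SD, n = 5) at day 0, 0.782 ± 0.160 at day 2 and 1.68 ± 0.353 at day 5 in WT cells, and 2.05 ± 0.696, 0.837 ± 0.260 and 1.47 ± 0.460 CPM in Abcb10-null cells. Its log2 fold change of Abcb10-null against WT was 0.33 (edgeR adjusted p = 0.4) at day 0, 0.038 (edgeR adjusted p = 0.944) at day 2 and -0.18 (edgeR adjusted p = 0.709) at day 5, so no difference was detectable at this depth, and the day 2 value took either sign when 1 library was left out (from -0.10 to 0.18), turning negative without WT replicate 1 (-0.012) or Abcb10-null replicate 4 (-0.10) or 5 (-0.049). The gene *Gm13032* lies over 32% of the exon bases of *Padi1* on the opposite strand, which matters if reads were counted without regard to strand.
*Padi2* (ENSMUSG00000028927, chromosome 4, 140906344 to 140952586) was not tested, since too few libraries had counts. It exceeded 3 counts in 2 WT libraries of day 5 and in at most 1 library of each other group, with a mean of 0.354 ± 0.436 CPM in WT at day 5, where replicate 3 alone had 1.11 CPM.
*Padi4* (ENSMUSG00000025330, chromosome 4, 140745865 to 140774236) was not tested for the same reason. It exceeded 3 counts in 4 WT libraries of day 5 (mean 0.476 ± 0.448 CPM), in 1 Abcb10-null library of day 5 and in at most 1 library of each other group. At day 5, such low counts of *Padi2* and *Padi4* cannot be told apart from unspecific background over the genome. Olfactory and vomeronasal receptor genes with a count numbered 277, 487, 781, 485 and 128 in WT replicates 1 to 5 of that day. In Abcb10-null replicates 1 to 5 they numbered 90, 49, 43, 1333 and 690.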

The fact that there is increased oxidized glutathione (GSSG) even at day 0 in the absence of Abcb10 supports that there is increased oxidative stress, which may be due to increased citrullinated proteins.

Previous studies have suggested that Abcb10 is important in regulating oxidative stress, although the observation that citrulline levels would change in the absence of Abcb10 has not been previously appreciated (7, 15, 16). Citrulline is converted back to arginine by the action of two enzymes argininosuccinate synthetase (Ass) and argininosuccinate lyase (Asl). Transcripts levels for *Ass* decreased during WT differentiation and Abcb10-null cells showed reduced expression, most significantly at day 0, while *Asl* transcripts were increased during differentiation in WT cells but were consistently lower in the absence of Abcb10 (Fig. 2*G*). Ass protein levels trended downward in WT cells during differentiation agreeing with transcript levels, and loss of Abcb10 showed reduced Ass most significantly at Day 0 compared to WT cells (Fig. 2*H*). Asl protein levels trended upward in WT cells over differentiation agreeing with transcripts and Asl protein levels were decreased in the absence of Abcb10 compared to WT cells. These results suggest that Ass and Asl levels may be insufficient for regenerating arginine in the absence of Abcb10.

### Arginine supplementation improves hemoglobinization in the absence of Abcb10

Decreased media arginine has been shown to limit proliferation and hemoglobinization in human erythroleukemia cell line K562 and primary human erythroid precursor CD34+ cells suggesting that maintaining arginine levels is important in erythroid differentiation (17, 18, 19, 20). We noted that the absence of Abcb10 reduced cell proliferation in both K562 and MEL cells (Fig. 3*A*). As Abcb10-null K562 cells had dramatically reduced proliferative capacity, we utilized MEL cells to measure cell proliferation upon arginine limitation. We observed that arginine limitation reduced both WT and Abcb10-null MEL cell proliferation and that loss of Abcb10 resulted in even greater decreased proliferation compared to WT cells (Fig. 3*B*). We noted that addition of new media to MEL cells induced some hemoglobinization in the absence of Abcb10. Upon further exploration, we found that addition of more arginine was sufficient to induce hemoglobinization, whereas addition of citrulline, nonessential amino acids, or glutamine did not improve hemoglobinization in Abcb10-null cells (Fig. 3*C*). Importantly, these additions did not negatively affect WT cell hemoglobinization. We note that hemoglobinization in arginine supplemented Abcb10-null cells was not equivalent to levels seen in WT MEL cells suggesting that there may be other changes induced by the loss of Abcb10 that downregulate hemoglobinization. Concomitant with increased “redness” in Abcb10-null cells grown in 2X arginine, we observed a slight increase in heme levels but no change in Alas2 activity, while heme and Alas2 activity were not affected in WT cells (Fig. 3*D*).

**Figure 3:**
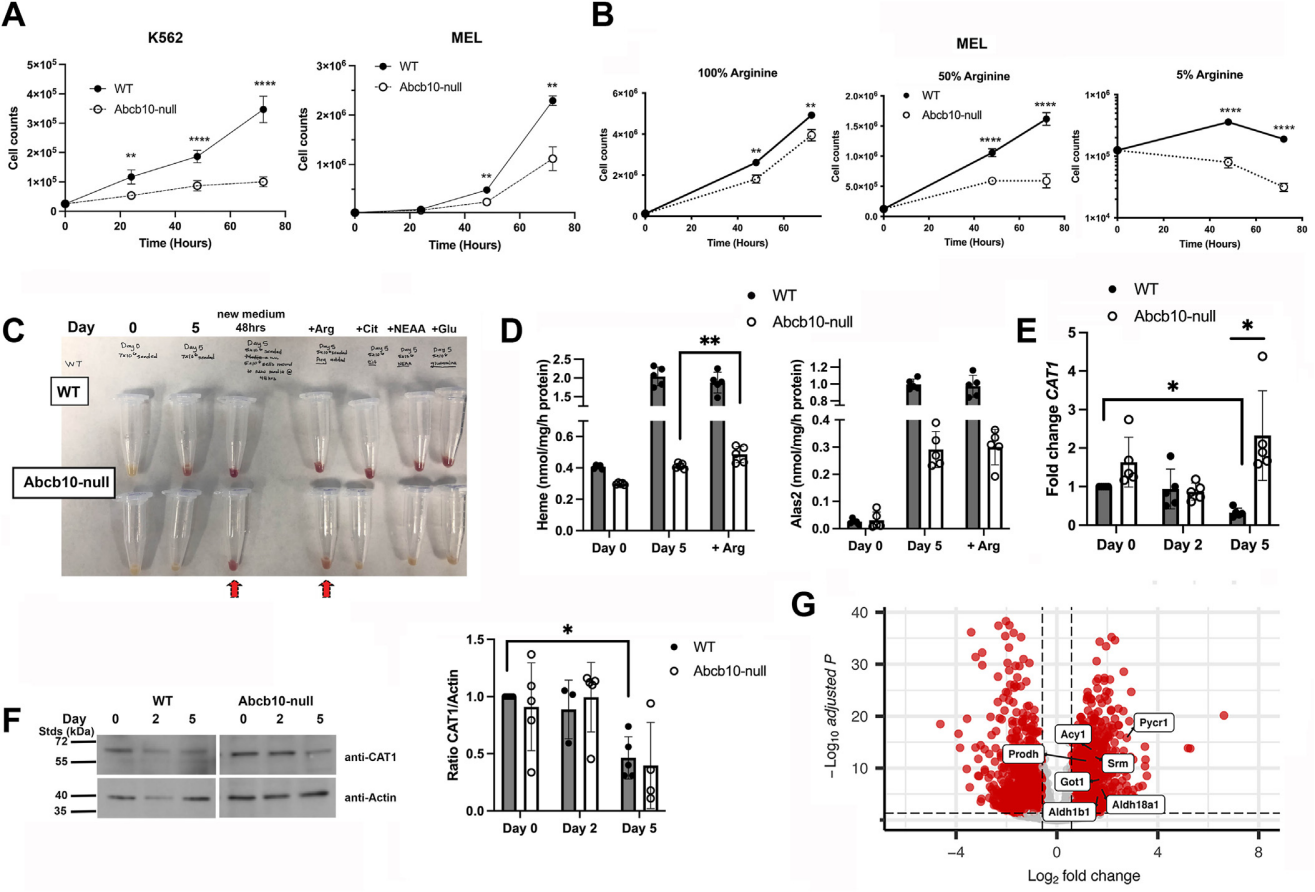
**Loss of Abcb10 results in arginine-dependent proliferation and hemoglobinization.***A*, WT and Abcb10-null K562 and MEL cells were grown for 0 to 72 h and cell proliferation measured. Graphs show the mean ± SD, n = 5 biologic replicates, with two-way ANOVA, significance *p* ≤ 0.05. *B*, WT and Abcb10-null MEL cells were grown in 100%, 50%, or 5% arginine-containing medium for 0 to 72 h and proliferation measured. Graphs show the mean ± SD, n = 5 biologic replicates, with two-way ANOVA, significance *p* ≤ 0.05. *C*, MEL cells as in (*B*) were differentiated for 0 or 5 days in normal growth medium ± 2X arginine (Arg), citrulline (Cit), nonessential amino acids (NEAA), glutamine (Glu), or growth medium replace at day 3 of differentiation. *D*, heme levels and Alas2 activity in WT and Abcb10-null MEL cells as in C ± Arg supplementation at Day 0 and Day 5 were measured as described in Experimental procedures. Bar graphs show the mean ± SD, n = 5 biologic replicates, with Student’s *t* test significance *p* ≤ 0.05. *E*, *CAT1* transcripts were determined in undifferentiated and differentiated WT and Abcb10-null MEL cells using RT-qPCR. Transcripts are expressed as fold change relative to *actin* levels of WT cells Day 0 as described in Experimental procedures. Bar graphs show the mean ± SD, n = 5 biologic replicates, with Student’s *t* test significance *p* ≤ 0.05. *F*, Western blot for CAT1 and actin levels from undifferentiated and differentiated WT and Abcb10-null MEL cells were determined as described in Experimental procedures. Quantification from 4 to 5 biologic replicate experiments was done using Fiji ImageJ software. Bar graphs show the mean ± SD, with Student’s *t* test significance *p* ≤ 0.05. *G*, volcano plot from RNA seq comparing WT and Abcb10-null MEL at Day 5 with core enriched genes labeled from the KEGG arginine and proline metabolism gene set that were significantly enriched (NES = 2.197, *p* value = 0.0192). *Dotted lines* indicate cutoffs used for GSEA analysis. Eight data points with very high -Log10 adjusted *p* values are above the y-axis range and are not shown. GSEA, Gene set enrichment analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes; MEL, murine erythroleukemia.

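The 7 genes labelled in the volcano plot of Fig. 3G were compared at day 5 (mean ± SD, n = 5 libraries per genotype). *Pycr1* (ENSMUSG00000025140, chromosome 11, 120635712 to 120643769) averaged 1.79 ± 1.30 CPM in WT and 14.7 ± 2.47 CPM in Abcb10-null cells, a log2 fold change of 3.00 (standard error 0.35, edgeR adjusted p = 5.18e-05). *Aldh18a1* (ENSMUSG00000025007, chromosome 19, 40550257 to 40588463) averaged 61.2 ± 59.2 CPM in WT and 236 ± 62.4 CPM in Abcb10-null cells, a log2 fold change of 1.95 (standard error 0.43, edgeR adjusted p = 0.00355). *Got1* (ENSMUSG00000025190, chromosome 19, 43499752 to 43524605) changed from 58.6 ± 49.0 to 213 ± 45.3 CPM, by 1.86 (standard error 0.37, edgeR adjusted p = 0.00197). *Aldh1b1* (ENSMUSG00000035561, chromosome 4, 45799022 to 45804604), at 0.763 ± 0.173 and 2.82 ± 0.884 CPM, was higher by 1.85 (standard error 0.34, edgeR adjusted p = 0.00117). *Srm* (ENSMUSG00000006442, chromosome 4, 148591503 to 148594993) rose by 1.54 (standard error 0.24, edgeR adjusted p = 0.000393), from 35.4 ± 16.3 to 103 ± 20.5 CPM. *Acy1* (ENSMUSG00000023262, chromosome 9, 106432981 to 106438319) was higher by 1.46 (standard error 0.25, edgeR adjusted p = 0.000648), at 9.02 ± 3.98 and 24.9 ± 2.90 CPM. The smallest difference was that of *Prodh* (ENSMUSG00000003526, chromosome 16, 18060357 to 18090203), 1.26 (standard error 0.19, edgeR adjusted p = 0.000303), with 12.8 ± 2.80 and 30.8 ± 7.53 CPM.
For all 7 genes, every Abcb10-null library lay above every WT library. WT replicate 5 had the highest WT value of *Got1* (146 CPM), *Aldh18a1* (167), *Pycr1* (4.06), *Srm* (63.7) and *Prodh* (17.7). Without that library the log2 fold change was 2.52 for *Got1*, 2.74 for *Aldh18a1* and 3.55 for *Pycr1*.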

Arginine uptake in red cell precursors is predominantly mediated by the plasma membrane cationic amino acid transporter 1 (CAT1), and the loss of CAT1 in developing erythroid precursors prevents hemoglobinization (20). To determine if there were changes in CAT1 levels, we measured transcripts and protein. *CAT1* transcripts were reduced over time of differentiation in WT MEL cells, whereas in response to Abcb10 loss, *CAT1* transcripts remained high (Fig. 3*E*). Western blot analysis showed no difference in CAT1 protein levels Abcb10-null MEL cells compared to WT levels with a trend toward decreased CAT1 protein levels (Fig. 3*F*). It is also possible that uptake of arginine is altered in the absence of Abcb10. To examine this possibility, we measured ^3^H-arginine uptake in WT and Abcb10-null cells. Abcb10-null cells showed a slight increase in ^3^H-arginine uptake compared to WT cells (Fig. S3*A*) supporting that arginine import is not defective. 

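Of 51 genes listed for arginine and proline metabolism, 32 had enough counts to be tested at day 5. There, 17 were called higher and 3 lower in Abcb10-null cells, with a median log2 fold change of 0.35 (limma camera adjusted p = 0.00112) and a range over single genes from -1.04 to 3.00. Adjusted over the list alone, 20 genes were called. At day 2 the median was 0.20 over 33 genes tested (limma camera adjusted p = 0.0213), a call that was lost without Abcb10-null replicate 2 (0.12, limma camera adjusted p = 0.0782; set arginine and proline metabolism). At day 0 it was 0.14 over 34 genes (limma camera adjusted p = 0.856), and 0.091 without WT replicate 4.
Over the 7 arginine and proline genes labelled in Fig. 3G alone, which the study chose from these libraries, the median was -0.0073 at day 0, 0.72 at day 2 and 1.74 at day 5 (limma camera adjusted p = 0.193, 0.00105 and 1.24e-05). The 10 fits that each left out 1 library gave medians from -0.058 to 0.026 at day 0, from 0.64 to 0.81 at day 2 and from 1.60 to 1.87 at day 5. The day 0 median was positive without WT replicate 2 (0.026) or Abcb10-null replicate 3 (0.014), and fry, unlike camera, called the day 0 result (0.0119; from 0.0119 to 0.64 over its 8 alternatives). At day 2, 6 of the 7 genes were called higher. The calls of *Prodh* (0.59, edgeR adjusted p = 0.0203) and *Pycr1* (1.13, edgeR adjusted p = 0.0257) held in 8 and 6 of those fits, and *Aldh1b1* was not called (0.58, edgeR adjusted p = 0.283). *Prodh* was lost without Abcb10-null replicate 1 (0.55) or 4 (0.46). *Pycr1* was lost without WT replicate 1 (1.07) or 2 (0.98) or Abcb10-null replicate 1 (0.92) or 4 (0.95).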

RNA Seq revealed that several transcripts for arginine and proline metabolism were upregulated in the absence of Abcb10 during differentiation (Fig. 3*G*). 

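Among amino acid transporters of the Slc7 family, *Slc7a5* (ENSMUSG00000040010, chromosome 8, 121881150 to 121907694 on GRCm38) averaged 24.2 ± 15.0 CPM (SD, n = 5) in WT and 83.4 ± 16.1 in Abcb10-null cells at day 5, a log2 fold change of 1.78 (standard error 0.31, edgeR adjusted p = 0.000857), with every Abcb10-null library above every WT library. At day 2 it did not differ beyond the spread between libraries (0.26, standard error 0.29, edgeR adjusted p = 0.527). At day 0 it was lower in Abcb10-null cells (-0.81, standard error 0.10, edgeR adjusted p = 7.44e-06), a call that did not hold with all 30 libraries in one fit (0.0614; from 4.05e-16 to 0.0614 over its 7 alternatives).
*Slc7a6* (ENSMUSG00000031904, chromosome 8, 106168857 to 106198706) averaged 29.8 ± 3.74 and 38.2 ± 3.24 CPM at day 5, a difference of 0.35 (standard error 0.12, edgeR adjusted p = 0.0318). This call was lost when all genes with at least 1 count were tested (0.289; from 0.0094 to 0.289 over its 7 alternatives) and in the fits without WT replicate 1, 2, 3 or 4 or Abcb10-null replicate 2, 3 or 5, with log2 fold changes from 0.30 to 0.41. Its values at day 2 (0.18, edgeR adjusted p = 0.297) and day 0 (-0.075, edgeR adjusted p = 0.471) were not called.
*Slc7a7* (ENSMUSG00000000958, chromosome 14, 54369442 to 54417780) averaged 19.8 ± 2.16 and 42.8 ± 17.3 CPM at day 2 (1.06, standard error 0.24, edgeR adjusted p = 0.00771), with 4 of 5 Abcb10-null libraries above every WT library. At day 5 it averaged 17.2 ± 16.8 and 39.3 ± 14.0 CPM, and its log2 fold change of 1.19 (standard error 0.45, edgeR adjusted p = 0.0507) was not called. WT replicate 5 had 47.2 CPM against 7.99 to 11.9 in the other WT libraries of day 5, and without it the value was 1.99 (edgeR adjusted p = 7.01e-05). The adjusted p at day 5 ran from 1.29e-08 to 0.0761 over its 7 alternatives, of which 4 called it. At day 0 its log2 fold change was -0.23 (edgeR adjusted p = 0.0156), a call lost when all genes with at least 1 count were tested (0.0661) and with all 30 libraries in one fit (0.728; from 0.00713 to 0.728 over its 7 alternatives). *Oxa1l* shares 7% of its exon bases on the opposite strand.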

RNA Seq also revealed that the loss of Abcb10 in MEL cells resulted in increased transcripts for several other amino acid transporters of the solute carrier family 7 (Slc7), including *Slc7a5, Slc7a6, Slc7a7,* and *Slc7a11* during differentiation compared to WT cells (Fig. S3*B*). *Slc7a11* transcripts were the most dramatically increased in the absence of Abcb10. 

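*Slc7a11* (ENSMUSG00000027737, chromosome 3, 49892526 to 50443614 on GRCm38) averaged 50.0 ± 4.76 CPM (SD, n = 5) in WT and 47.5 ± 5.88 in Abcb10-null cells at day 0, where it did not differ (-0.083, standard error 0.086, edgeR adjusted p = 0.479). At day 2 it averaged 30.1 ± 3.87 and 209 ± 147 CPM, a log2 fold change of 2.74 (standard error 0.50, edgeR adjusted p = 0.00361). The Abcb10-null libraries of that day ranged from 34.8 CPM in replicate 2 to 345, all above the highest WT library (34.3 CPM). At day 5 it averaged 31.5 ± 27.7 and 313 ± 69.0 CPM (3.31, standard error 0.42, edgeR adjusted p = 8.88e-05), again with every Abcb10-null library above every WT library. WT replicate 5 had 80.5 CPM against 14.6 to 25.7 in the other WT libraries, and without it the log2 fold change was 3.99. Of the 4 Slc7 genes shown in Fig. S3B, *Slc7a11* had the largest log2 fold change at days 2 and 5.

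**Figure D2:**
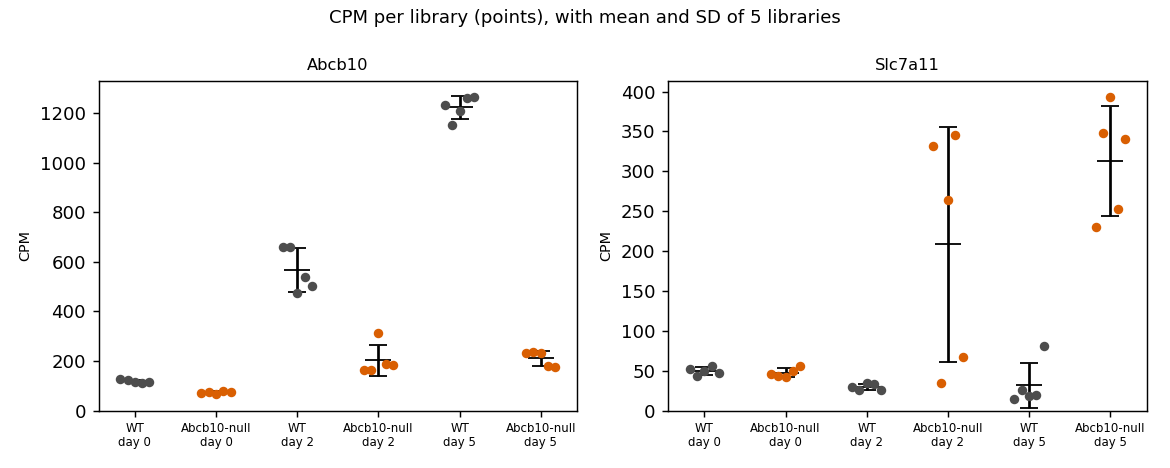
Transcripts of *Abcb10* and *Slc7a11* in CPM (y axis) in WT and Abcb10-null cells at days 0, 2 and 5; each point is 1 library and the marks show the mean and SD of 5. The day 2 Abcb10-null libraries spread from 34.8 to 345 CPM for *Slc7a11*.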

Unfortunately, we were unable to detect Slc7a11 protein in MEL or K562 cells using Western blot analysis (data not shown). Overall, our results support that amino acid changes are sensed by the Abcb10-null cells, but the imported arginine may be insufficient or that limited arginine regeneration due to a repression in either transcription and/or translation gives rise to an inability of erythroid precursors to differentiate.

Abcb10 is proposed to be a mitochondrial biliverdin exporter and that exported biliverdin can be converted in the cytosol to bilirubin to act as an antioxidant (21). Unfortunately, our metabolomics analysis was unable to detect heme and heme breakdown products. Regulating the cytosolic levels of biliverdin/bilirubin by requiring a mitochondrial exporter provides another layer of antioxidant control. One prediction of Abcb10 as a biliverdin transporter would be that providing exogenous bilirubin to differentiating MEL cells would improve hemoglobinization. To determine if changes in biliverdin/bilirubin levels affected MEL cell hemoglobinization, we grew cells in the presence of 10 μM bilirubin, which is more lipophilic than biliverdin and is able to cross membranes. Addition of bilirubin did not improve hemoglobinization of Abcb10-null MEL cells and, in fact, reduced hemoglobinization in even WT MEL cells (Fig. S3*C*). To our knowledge, this is the first report that excess bilirubin reduces heme levels in erythroid cell culture models. Bilirubin is a potent antioxidant, and diminished levels of cytosolic bilirubin, possibly due to trapping of biliverdin in the mitochondria, would be predicted to cause increased reactive oxygen species. Our metabolomics data confirmed increased oxidative stress in Abcb10-null cells as there was increased oxidized glutathione (GSSG) (Fig. 2*B*). This suggests that Abcb10, as a mitochondrial biliverdin exporter, contributes to cellular antioxidant levels. Our results support that there is a connection between arginine metabolism and Abcb10 biliverdin export for erythroid differentiation.

### The absence of Abcb10 affects mitochondrial respiration

Previous studies of Abcb10 using cell culture models of erythroid differentiation have not determined if mitochondrial functions beyond heme synthesis are affected in the absence of Abcb10. Alterations in arginine metabolism are known to affect mitochondrial function. A previous study determined that arginine metabolism was altered in cancer cells (22) (see (23, 24) for review). The mechanism was recently identified as mitochondrial stress signaling transcriptional reprogramming that resulted in aspartate exhaustion (25). Supplementation of aspartate or loss of mitochondria protected cancer cells from arginine depletion–mediated cell death. Aspartate supplementation, however, did not improve hemoglobinization of Abcb10-null MEL cells (Fig. S4*A*). That arginine levels were dramatically reduced in Abcb10-null cells suggests that there is an energy metabolism consequence due to Abcb10 loss. Several studies report that during differentiation erythroid precursors shift energy metabolism from glycolysis to OXPHOS prior to the loss of mitochondria (26, 27). Mitochondrial OXPHOS, measured as the oxygen consumption rate, was reduced in the absence of Abcb10 in undifferentiated and differentiated MEL cells (Fig. 4, *A* and *E*). The Seahorse analysis also revealed reduced basal respiration, reduced ATP-linked respiration, and reduced maximum respiratory capacity in undifferentiated Abcb10-null cells (Fig. 4, *B*–*D*) as well as differentiated cells compared to WT MEL cells (Fig. 4, *F*–*H*). We also measured extracellular acidification rate as a measure of glycolysis. We noted reduced levels of glycolysis in the absence of Abcb10 at Day 0 of differentiation as well as Day 4 (Fig. S4*B*). We did not, however, observe increased mitochondrial oxidants in the absence of Abcb10 as assessed by MitoSOX levels (Fig. S4*C*). Together the Seahorse analysis suggests that loss of Abcb10 affects both OXPHOS and glycolysis.

**Figure 4:**
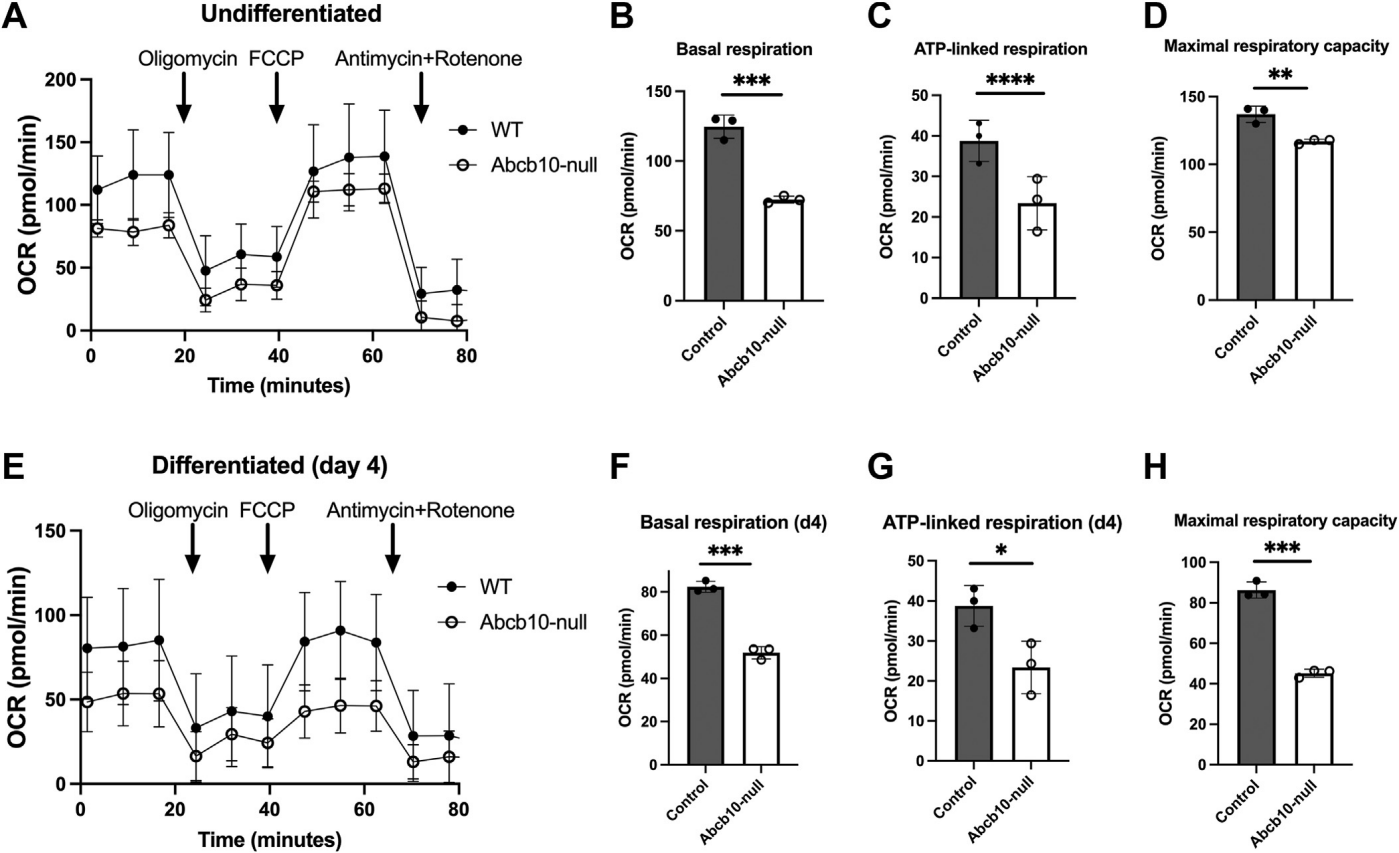
**Loss of Abcb10 results in diminished mitochondrial respiration.***A*, Seahorse analysis was performed on undifferentiated WT and Abcb10-null MEL cells as described in Experimental procedures. A representative experiment is shown. *B–D*, (*B*) basal respiration, (*C*) ATP-linked respiration, and (*D*) maximal respiratory capacity from cells as in (*A*) were determined. (n = 5 technical replicates and three biological replicate experiments). Bar graphs show the mean ± SD with Student’s *t* test significance *p* ≤ 0.05. *E*, Seahorse analysis was performed on differentiated WT and Abcb10-null MEL cells. A representative experiment is shown. *F–H*, (*F*) basal respiration, (*G*) ATP-linked respiration, and (*H*) maximal respiratory capacity determined (n = 3 biologic replicate experiments). (n = 5 technical replicates and three biological replicate experiments.). Bar graphs show the mean ± SD with Student’s *t* test significance *p* ≤ 0.05. MEL, murine erythroleukemia.

### Abcb10 loss in MEL cells induces a nutritional stress response through ATF4

Alterations in arginine metabolism are known to affect transcriptional remodeling. A precedent for this exists in T cells where intracellular arginine level alterations were found to result in global metabolic changes including the ability to shift between glycolysis and OXPHOS, which requires transcriptional remodeling. The sensors of this remodeling were identified as transcriptional regulators that responded to cellular arginine levels (28). In those studies, arginine as well as citrulline and ornithine were reduced during T cell activation. Here, we report that Abcb10 loss dramatically reduced arginine levels but elevated citrulline and ornithine levels. To get a global transcriptional view of the consequences of Abcb10 loss, we performed RNA Seq on WT and Abcb10-null MEL cells at day 0, 2, and 5 of differentiation. 

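At day 0, 12912 genes were tested between Abcb10-null and WT cells, and 4642 were differentially expressed at an adjusted p under 0.05, 2550 higher and 2092 lower in Abcb10-null cells. At day 2, 4151 of 13053 genes were (1944 higher, 2207 lower), and at day 5, 4769 of 12676 (2509 higher, 2260 lower). Beyond the paper's limit of an absolute log2 fold change over 0.58, there were 1498, 3132 and 3277 genes at days 0, 2 and 5. Among all genes called, whether more were higher or lower depended on the setting at days 2 and 5. A single fit of all 30 libraries gave 3200 higher and 2754 lower at day 2. Testing all genes with at least 1 count gave 1726 higher and 2076 lower at day 5. Beyond the paper's limit, more genes were lower than higher at day 2 (1199 higher, 1933 lower), also under each of 7 other processing settings.
Of 7 other processing settings, a single fit of all 30 libraries moved the count at day 0 most, to 1584 genes. The day 2 count fell to 2665 genes without Abcb10-null replicate 1 and to 2744 without WT replicate 2.
Genes called at both days 2 and 5 numbered 2141, of which 98.1% changed in the same direction, whereas of the 1913 called at both days 0 and 5, 61.4% did. The libraries of the 2 genotypes did not overlap for 2955 genes (22.9%) at day 0, 2105 (16.1%) at day 2 and 3029 (23.9%) at day 5, where chance gives 0.794%.
Of 38 genes listed before testing because the paper names or measures them or they encode eIF2S1 kinases, 21, 23 and 28 were called at days 0, 2 and 5 (edgeR, over all genes), and 23, 24 and 29 adjusted over the list alone.
Within genotypes, 7985 genes changed from day 0 to day 2 and 9065 from day 0 to day 5 in WT cells, and 5582 and 8677 in Abcb10-null cells.
Per day, the 3 genes that rose most and the 3 that fell most were taken among differentially expressed genes with a mean of at least 1 CPM and no overlap between genotypes. Most were at the floor in 1 genotype, so their folds are lower bounds and their rank against other genes is not fixed. At day 0, *Bcas1* averaged 0.20 CPM in WT and 10.9 in Abcb10-null cells and was not among those taken. At day 2, *Gm16579* was at least 15.8-fold higher in Abcb10-null cells and was not taken either.
*Ccr1l1* (chromosome 9, 123977243 to 123978408) was at least 40.6-fold higher in Abcb10-null cells at day 0, 64.4-fold at day 2 and 59.8-fold at day 5. *Trim30c* and *Rtp4* were at least 16.7-fold and 12.2-fold higher at day 0, *Tlr4* and *Bcas1* at least 20.5-fold and 12.7-fold at day 2, and *Gm16579* and *Ccr1* at least 18.5-fold and 28.6-fold at day 5.
*Rnf212b* (chromosome 14, 54814141 to 54854108) was at least 29.8-fold lower at days 0 and 2, *Mid1* at least 16.6-fold lower at day 0 and 55.6-fold at day 2, and *Rab10os* at least 13.6-fold lower at day 2. *Met* had a log2 fold change of -6.31 (standard error 0.52, edgeR adjusted p = 2.45e-08) at day 0. At day 5 the log2 fold change was -5.51 for *Rnf212b*, -5.08 for *4930523C07Rik* and -4.66 for *Ret*, each with 1 Abcb10-null library, replicate 4, above the floor.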

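*Alas2* (ENSMUSG00000025270, chromosome X, 150547375 to 150570638 on GRCm38) averaged 99.6 ± 7.87 CPM (SD, n = 5) in WT and 39.3 ± 2.75 in Abcb10-null cells at day 0, a log2 fold change of -1.35 (standard error 0.073, edgeR adjusted p = 4.62e-11). At day 2 it averaged 545 ± 68.5 and 158 ± 75.9 CPM (-1.85, standard error 0.32, edgeR adjusted p = 0.00313), and at day 5 6022 ± 1286 and 2351 ± 488 CPM (-1.37, standard error 0.18, edgeR adjusted p = 0.000114). Every Abcb10-null library lay below every WT library on each day. From day 0 to day 5 *Alas2* rose by 5.92 on the log2 scale in WT cells. *Apex2* shares 12.9% of the exon bases of *Alas2* on the opposite strand.
A test of the interaction of genotype and day asked whether the difference itself changed from day 0 to day 5. It grew for *Alad* (-1.45, edgeR adjusted p = 1.32e-07), *Urod* (-1.01, edgeR adjusted p = 1.43e-05), *Cpox* (-1.90, edgeR adjusted p = 0.000113), *Ppox* (-0.81, edgeR adjusted p = 0.0243) and *Fech* (-0.93, edgeR adjusted p = 0.000388). It did not change detectably for *Alas2* (-0.0025, edgeR adjusted p = 0.995) or *Uros* (-0.35, edgeR adjusted p = 0.367). The *Alas2* value took either sign when 1 library was left out (from -0.13 to 0.059) and turned positive without replicate 1, 3 or 4 of day 5 WT cells, among others.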

We noted that transcripts for genes involved in heme synthesis were reduced in Abcb10-null MEL cells and confirmed by RT-qPCR (Fig. 1, *E* and *G*). During cellular stresses such as amino acid (arginine) limitation, the eukaryotic initiation factor-2S1 (eIF2S1) is phosphorylated leading to altered gene expression designed to alleviate the cellular stress (29, 30). GSEA of RNA Seq results revealed changes in stress response genes in the nutrient sensing pathway of transcriptional activating transcription factor ATF4 as well as metabolism of amino acids, response of EIF2AK4 to amino acid deficiency, translation, and tRNA aminoacylation in the absence of Abcb10 upon differentiation with the most dramatic changes seen at day 5 of differentiation (Fig. 5*A*). 

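Gene sets written out for these pathways were tested with camera in place of the Reactome collection, which was not used here. Over 29 ATF4 target genes, the median log2 fold change of Abcb10-null against WT was -0.38 at day 0, 1.18 at day 2 and 2.31 at day 5 (limma camera adjusted p = 1.73e-05, 1.92e-09 and 1.17e-19). The day 0 call was lost with all 30 libraries in one fit (0.0715; from 3.56e-07 to 0.0859 over its 8 alternatives). At day 2, 23 of the 29 genes were called higher, and at day 5 all 29. Without WT replicate 5 the day 5 median was 2.70 (set ATF4 target genes).
For tRNA aminoacylation, the 20 cytosolic aminoacyl-tRNA synthetases had medians of -0.090, 0.68 and 1.24 (limma camera adjusted p = 0.00978, 2.01e-05 and 2.57e-11). The day 0 call was again lost with all 30 libraries in one fit (0.0986; from 0.00202 to 0.274 over its 8 alternatives). The day 5 median was 1.50 without WT replicate 5 (set cytosolic aminoacyl-tRNA synthetases).
For translation, 80 cytosolic ribosomal proteins had medians of -0.23, 0.19 and 0.56 (limma camera adjusted p = 1.81e-11, 0.000759 and 4.87e-15). The day 2 call was not made by fry (0.349; from 3.54e-09 to 0.68 over its 8 alternatives) and was lost without WT replicate 1 (0.086, limma camera adjusted p = 0.0582; set cytosolic ribosomal proteins). Without WT replicate 2 it was 0.10.
Thus the medians of the ATF4, aminoacyl-tRNA synthetase and ribosomal protein sets were below 0 at day 0 and above 0 at days 2 and 5, and largest at day 5. This order of days held for each set with DESeq2's size factors and with abundant RNA removed before scaling. Camera with a correlation estimated for each set called none of these sets on any day (adjusted p from 0.0859 to 0.68). At day 2 only 4 of the 80 ribosomal protein genes were called higher.

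**Figure D3:**
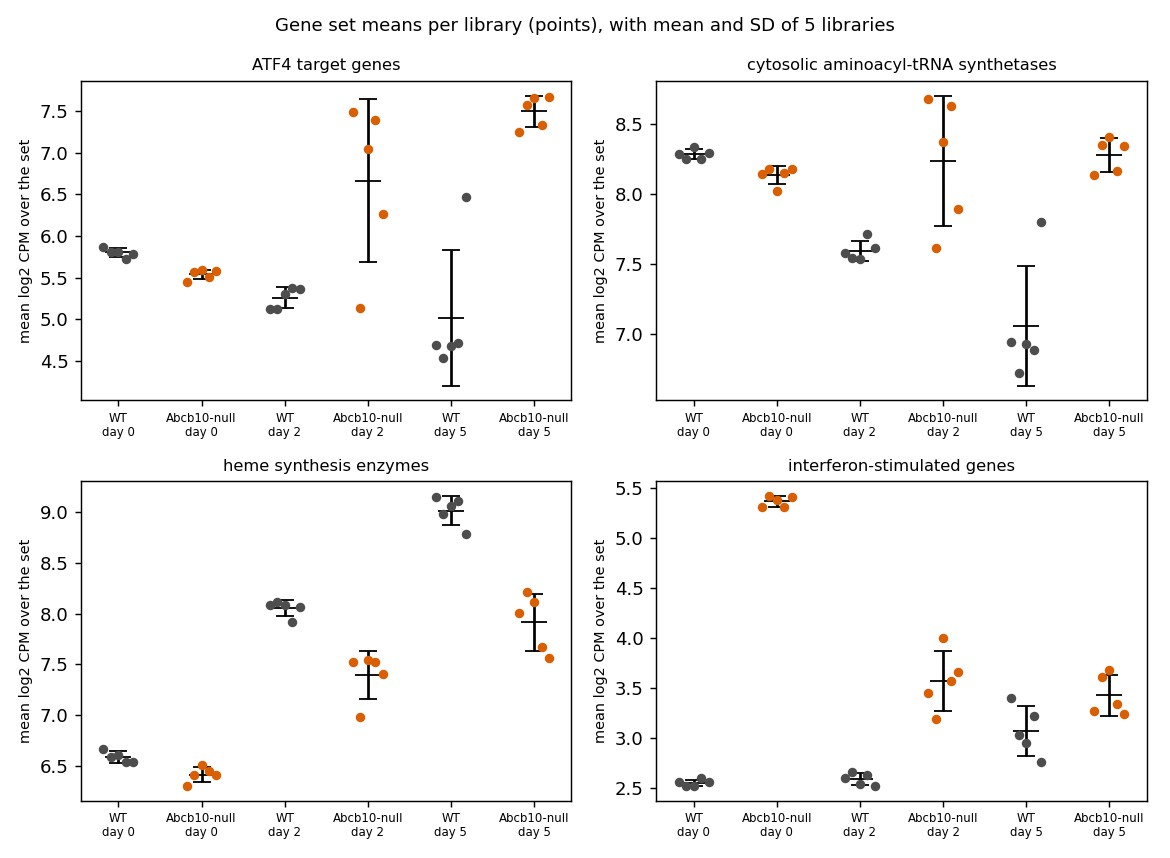
Mean log2 CPM (y axis, prior count 2) over 4 gene sets (ATF4 targets, cytosolic aminoacyl-tRNA synthetases, heme synthesis enzymes and interferon-stimulated genes) in WT and Abcb10-null cells at days 0, 2 and 5; each point is 1 library and the marks show the mean and SD of 5. The median log2 fold changes of the ATF4 targets behind the plot are -0.38, 1.18 and 2.31 at days 0, 2 and 5.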

ATF4 is a key component of this amino acid starvation response (31, 32). Elevated ATF4 levels are known to induce the expression of a cascade of transcriptional regulators including Chop (a CCAAT/enhancer binding protein), CHAC1 (a gamma-glutamylcyclotransferase), and Rars (arginyl-tRNA synthetase 1) that function to reduce cellular stress (29, 32, 33). Rars catalyzes the aminoacylation of tRNA by their cognate amino acid (34). 

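*Atf4* (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541 on GRCm38) averaged 462 ± 11.0 CPM (SD, n = 5) in WT cells at day 0, 233 ± 35.5 at day 2 and 218 ± 113 at day 5. In Abcb10-null cells it averaged 334 ± 17.4, 484 ± 190.0 and 588 ± 79.6 CPM. The log2 fold change of Abcb10-null against WT was -0.48 (standard error 0.053, edgeR adjusted p = 1.44e-06) at day 0, 1.00 (standard error 0.26, edgeR adjusted p = 0.012) at day 2 and 1.43 (standard error 0.25, edgeR adjusted p = 0.000752) at day 5. The day 0 call did not hold with all 30 libraries in one fit (0.206; from 5.34e-20 to 0.206 over its 7 alternatives). At day 5 every Abcb10-null library lay above every WT library, although WT replicate 5 had 416 CPM against 135 to 189 in the others, and without it the log2 fold change was 1.79. At day 2, 4 of 5 Abcb10-null libraries lay above every WT library, and replicate 2 (193 CPM) lay below them all.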

During MEL cell differentiation, *ATF4* expression was decreased in WT cells, whereas, *ATF4* transcripts remained high in the absence of Abcb10 (Fig. 5*B*). 

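*Ddit3*, which encodes Chop (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288 on GRCm38), averaged 50.3 ± 7.37 CPM (SD, n = 5) in WT and 353 ± 219 in Abcb10-null cells at day 2, a log2 fold change of 2.75 (standard error 0.53, edgeR adjusted p = 0.00421). Abcb10-null replicate 2 had 29.3 CPM, below every WT library, and the other 4 lay above them all. At day 5 *Ddit3* averaged 117 ± 115 and 397 ± 80.2 CPM (1.77, standard error 0.43, edgeR adjusted p = 0.00604), with 4 of 5 Abcb10-null libraries above every WT library. WT replicate 5 had 321 CPM against 54.7 to 72.6 in the others, and without it the log2 fold change was 2.58. *Mars* shares 3.97% of the exon bases of *Ddit3* on the opposite strand.
*Chac1* (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381) averaged 5.43 ± 0.949 and 53.0 ± 28.8 CPM at day 2 (3.23, standard error 0.48, edgeR adjusted p = 0.00155), with Abcb10-null replicate 2 (6.44 CPM) within the range of the WT libraries. At day 5 it averaged 4.91 ± 7.43 and 96.9 ± 26.5 CPM (4.27, standard error 0.66, edgeR adjusted p = 0.000365), with every Abcb10-null library above every WT library. WT replicate 5 had 18.2 CPM against 0.94 to 2.55, and without it the value was 5.90.
*Rars* (ENSMUSG00000018848, chromosome 11, 35808381 to 35834506) averaged 193 ± 18.4 and 579.6 ± 286 CPM at day 2 (1.53, standard error 0.28, edgeR adjusted p = 0.0037) and 156 ± 36.0 and 619 ± 57.5 CPM at day 5 (1.99, standard error 0.14, edgeR adjusted p = 1.87e-06), without overlap between the genotypes on either day.
At day 0 none of the 3 was higher in Abcb10-null cells, with log2 fold changes of -0.38 for *Ddit3*, -0.30 for *Chac1* and -0.10 for *Rars* (edgeR adjusted p = 0.000108, 0.171 and 0.141).

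**Figure D4:**
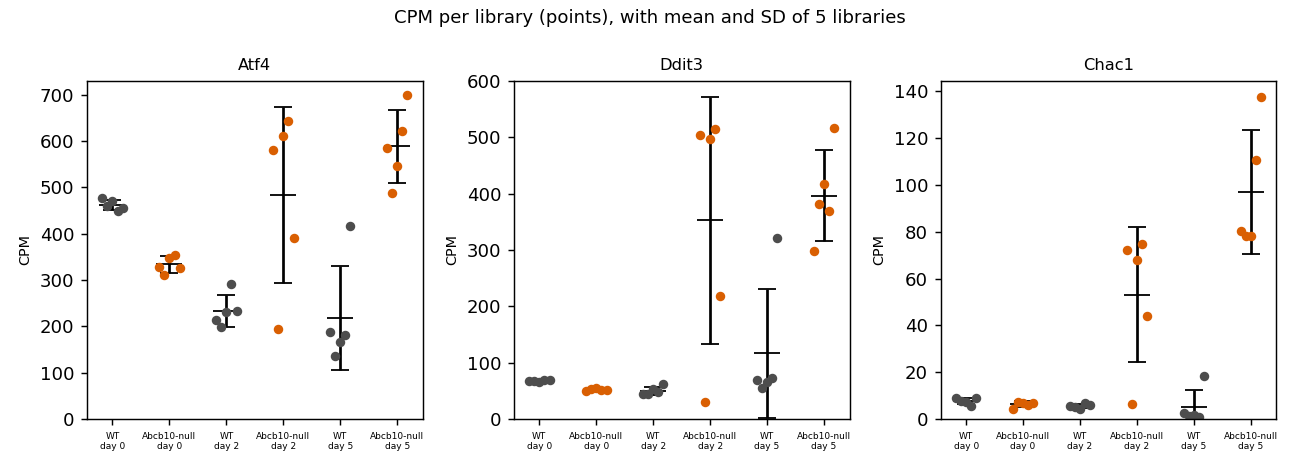
Transcripts of *Atf4*, *Ddit3* (Chop) and *Chac1* in CPM (y axis) in WT and Abcb10-null cells at days 0, 2 and 5; each point is 1 library and the marks show the mean and SD of 5. WT replicate 5 of day 5 stands above the other WT libraries for all 3 genes (416, 321 and 18.2 CPM).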

Concomitant with those changes, we saw increased expression of *Chop, CHAC1,* and *Rars* in Abcb10-null MEL cells during differentiation. These observation predict increased phosphorylation of EIF2S1alpha in the absence of Abcb10. Indeed, we observed increased phosphorylation of EIF2S1alpha in the absence of Abcb10 during differentiation (Fig. 5*C*). 

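Whether the difference between the genotypes changed during differentiation was tested as the interaction of genotype and day. From day 0 to day 2 the log2 fold change of Abcb10-null against WT grew by 1.52 (standard error 0.28, edgeR adjusted p = 0.000987) for *Atf4*, 3.18 (standard error 0.55, edgeR adjusted p = 0.000711) for *Ddit3*, 3.57 (standard error 0.53, edgeR adjusted p = 0.000163) for *Chac1* and 1.68 (standard error 0.30, edgeR adjusted p = 0.000919) for *Rars*. From day 0 to day 5 it grew by 1.92 (standard error 0.27, edgeR adjusted p = 9.58e-06) for *Atf4*, 2.16 (standard error 0.46, edgeR adjusted p = 0.000954) for *Ddit3*, 4.56 (standard error 0.68, edgeR adjusted p = 2.28e-05) for *Chac1* and 2.10 (standard error 0.15, edgeR adjusted p = 1.38e-09) for *Rars*. Without WT replicate 5 of day 5 the last comparison gave 2.97 for *Ddit3* and 6.21 for *Chac1*. Phosphorylation of eIF2S1 and protein levels were not analysed here. From the higher *Atf4*, Chop, *Chac1* and *Rars* transcripts during differentiation, the paper predicts more phosphorylated eIF2S1 in Abcb10-null cells.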

Further, this elevation in nutrient stress transcripts equated to elevated ATF4 protein levels in differentiating Abcb10-null cell compared to WT MEL cells (Fig. 5*D*). CHAC1, Chop, and Rars protein levels showed a similar trend with increased protein levels in differentiating Abcb10-nulls cells, while those same proteins showed reduced levels in WT cells, which corresponded with decreased transcripts during differentiation. Together, these results suggest that the loss of Abcb10 gives rise to a stress response that alters gene expression and coordinates translational repression until further nutrient deprivation is fixed. This translational repression mechanism provides further explanation for why loss of the Abcb10 transport blocks hemoglobinization in red cell models and identifies Abcb10 transport as important in cellular metabolism.

**Figure 5:**
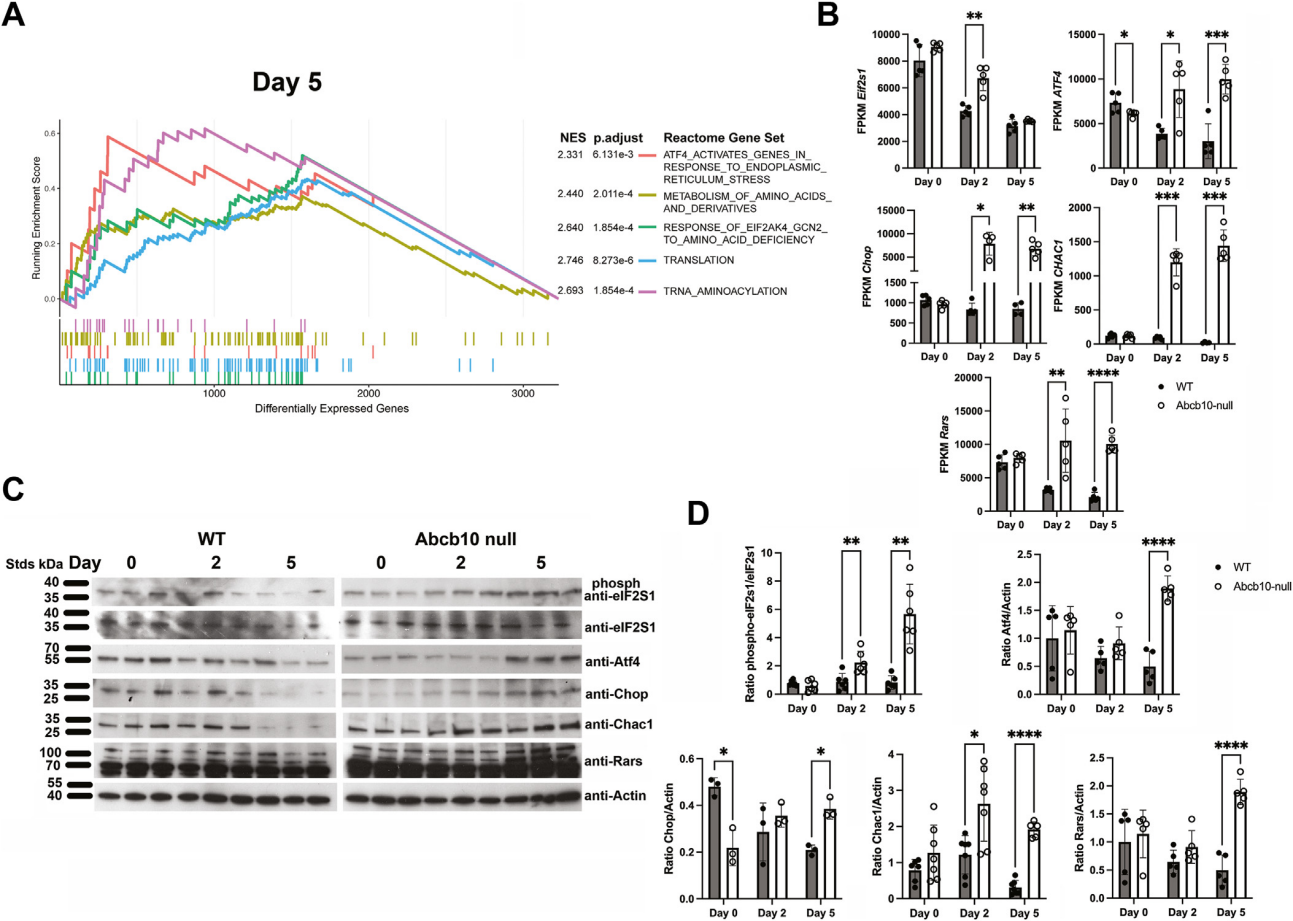
**Loss of Abcb10 results in stress signaling through eIF2S1 phosphorylation and upregulation of *ATF4* and downstream nutritional stress sensors *CHOP*, *CHAC1* and *RARS*.***A*, RNA Seq from WT and Abcb10-null MEL cells during differentiation was performed (n = 5 biologic replicates). GSEA on reactome gene sets shows enrichment of pathways involved in stress response and amino acid metabolism at day 5. *B*, transcripts for *eIF2S1*, *ATF4*, downstream target of ATF4, including *Chop*, *CHAC1*, and *Rars* in WT and Abcb10-null MEL cells at Day 0, 2, and 5 of differentiation from (*A*) were expressed as FPKM. Bar graphs show the mean ± SD, n = 3–5 experiments with Student’s *t* test significance *p* ≤ 0.05. *C*, Western blot analysis for eIF2S1, phospho-eIF2S1, Atf4, Chop, Chac1, Rars, and actin in WT and Abcb10-null MEL cells at Day 0, 2, and 5 of differentiation was performed as described in Experimental procedures. *D*, blots were quantified using Fiji Image J as described in Experimental procedures using actin as a loading control. (n = 2–3 biologic replicate/experiment; n = 3–6 experiments). The ratios of phosphorylated eIF2S1/total eIF2S1 and protein/actin are shown. Bar graphs show the mean ± SD with Student’s *t* test significance *p* ≤ 0.05. eIF2S1, eukaryotic initiation factor-2S1; GSEA, Gene set enrichment analysis; MEL, murine erythroleukemia.

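*Eif2s1* (ENSMUSG00000021116, chromosome 12, 78861819 to 78887010 on GRCm38) averaged 507 ± 30.6 CPM (SD, n = 5) in WT cells at day 0, 258 ± 24.1 at day 2 and 236 ± 29.9 at day 5. In Abcb10-null cells it averaged 496 ± 35.7, 363 ± 64.6 and 232 ± 18.6 CPM. It did not differ between the genotypes at day 0 (-0.039, edgeR adjusted p = 0.653) or day 5 (-0.032, edgeR adjusted p = 0.836), where it turned positive without WT replicate 1 (0.036). At day 2 it was higher in Abcb10-null cells by 0.44 (standard error 0.13, edgeR adjusted p = 0.0233), with 4 of 5 libraries above every WT library. That call held in 5 of 10 fits with 1 library left out and was lost without WT replicate 1 or 2 or Abcb10-null replicate 1, 3 or 4, with log2 fold changes from 0.38 to 0.54. CPM do not divide by transcript length, as FPKM would.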

## Discussion

Previous studies have shown Abcb10 is essential for life and that Abcb10 plays a key role in heme synthesis (6, 8, 11, 35). In the current study, we have confirmed the essential function of Abcb10 in heme production during erythroid differentiation. Our metabolomic analysis revealed a novel role for Abcb10 in arginine metabolism demonstrating a possible function for Abcb10 beyond heme synthesis. The loss of Abcb10 resulted in a significant diminution of arginine in both the cytosol and mitochondria of MEL cells even in undifferentiated cells, suggesting that Abcb10-specific mitochondrial exporter activity is required to maintain cellular amino acid homeostasis. Multiomic analyses revealed that Abcb10-null cells recognize the stress due to arginine depletion by phosphorylation of the translation initiation factor eIF2S1 during erythroid model MEL cell differentiation, which resulted in increased expression of *ATF4* and downstream targets *Chop, Chac1,* and *Rars* along with several other stress activated transcripts (Fig. 6). The increase in these stress response proteins alters the transcriptional profile of Abcb10-null cells during differentiation. The phosphorylation of eIF2S1 limits translation and cell proliferation, and the proliferation defects seen in both Abcb10-null K562 and MEL erythroleukemia cell lines could be recovered by increasing arginine levels in growth media. It is interesting to note that K562 cells were much more sensitive to arginine depletion even without loss of Abcb10. We do not know the reason for this increased arginine dependence but speculate that K562 cells are either less efficient at taking up arginine or regenerating arginine. Arginine tracing studies in MEL cells did not reveal any unusual utilization of arginine in the absence of Abcb10 making it difficult to determine why arginine metabolism is altered.

**Figure 6:**
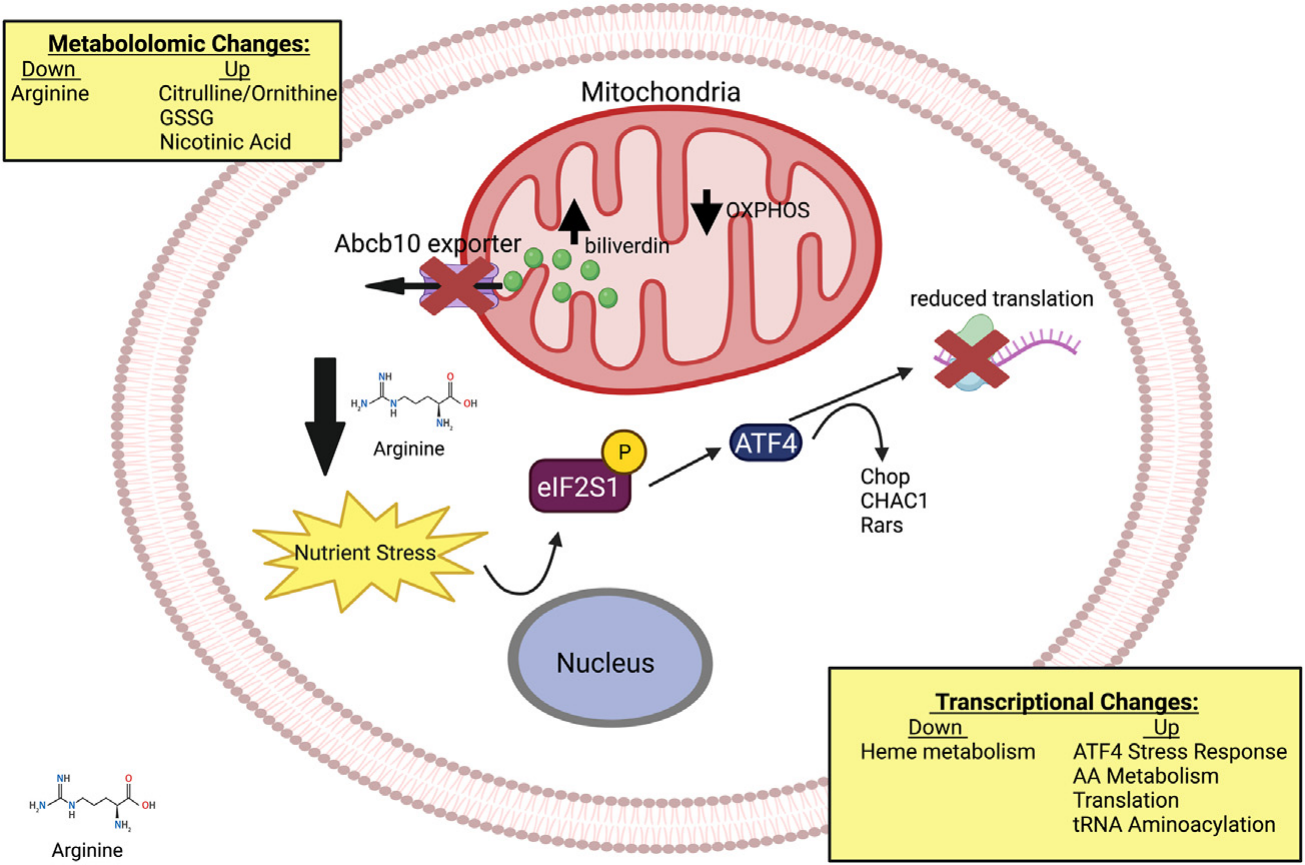
**Model of arginine metabolism shifts that signal nutrient stress in the absence of Abcb10.** Murine erythroleukemia (MEL) and human myelogenous leukemia (K562) cells lines can be differentiated to hemoglobinize. These cell lines have been utilized to inform on pathways necessary to induce heme synthesis. The absence of mitochondrial exporter Abcb10 in these model cell lines results in ineffective hemoglobinization. The alteration in mitochondrial homeostasis due to Abcb10 loss results in decreased oxidative phosphorylation (OXPHOS), increased cellular oxidative stress, and altered arginine metabolism. The changes give rise to nutrient stress signaling through eIF2S1 phosphorylation and activation of nutrient stress response transcriptional activator ATF4 and downstream targets that remodel transcription and block translation until nutrient stress is relieved. Providing increased arginine in culture medium alleviates the stress response and allows induction of hemoglobinization. eIF2S1, eukaryotic initiation factor-2S1.

Perhaps, there is high arginine utilization for a specific protein made during hemoglobinization. During differentiation of erythroid precursors, the most prominent protein made is β-globin. Of the 147 amino acid in the β-globin chain, there are only three arginine residues, whereas there are >10 valines, 10 leucines, 8 histidines, 9 serines, as well as other amino acid making β-globin production not specifically arginine utilizing. Importantly, supplementation of other amino acids did not increase hemoglobinization in the absence of Abcb10 nor did supplementation of arginine metabolites citrulline and ornithine alter hemoglobinization in differentiating WT MEL or K562 cells.

One expectation of diminished arginine levels would be increased levels of arginine transporters such as CAT1 (36, 37). We observed a two-fold increase in expression of *CAT1* in Abcb10-null cells but did not see increased CAT1 protein. We also observed increased transcripts for several other proteins involved in arginine and proline metabolism as well as increased transcripts for a number of plasma membrane amino acids transporters (37, 38, 39, 40, 41). These transporters may be upregulated to compensate for the reduction in intracellular arginine in the absence of Abcb10. These results suggest that there is a transcriptional and translational response to loss of Abcb10.

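Of 25 genes listed as amino acid transporters, 16 were tested at day 5, and 9 were called higher and 3 lower in Abcb10-null cells, with a median log2 fold change of 0.95 (limma camera adjusted p = 0.00431). When all genes with at least 1 count were tested, the median was 0.32. At day 2 it was 0.21 (limma camera adjusted p = 0.268), and it ranged from 0.068 without WT replicate 3 to 0.47 without Abcb10-null replicate 2. At day 0 it was -0.11 (limma camera adjusted p = 0.00648), with 6 of 14 genes called lower. That call was lost with all 30 libraries in one fit (0.102; from 0.000656 to 0.229 over its 8 alternatives), and the median was -0.19 without WT replicate 2 and -0.18 without Abcb10-null replicate 4.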

Arginine limitation in mammalian cells has previously been shown to regulate translation. Indeed, loss of arginine tRNA charging leads to ribosomal pausing and ribosome pausing decreases protein synthesis and gives rise to premature ribosome termination while mRNA levels are unaltered (42). This suggests that in differentiating MEL cells that are limited for arginine, only a select set of transcripts are successfully translated. 

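Of the 20 cytosolic aminoacyl-tRNA synthetases, 13 were called higher in Abcb10-null than in WT cells at day 2 and 18 at day 5, and adjusted over the list alone 13 and 18 were called. Their log2 fold changes at day 5 ranged from -0.11 to 1.99. The 17 mitochondrial aminoacyl-tRNA synthetases, tested beside them, had medians of -0.017 at day 0, 0.12 at day 2 and 0.27 at day 5 (limma camera adjusted p = 0.796, 0.221 and 0.0643). The day 5 result of the mitochondrial aminoacyl-tRNA synthetases was called when all genes with at least 1 count were tested (0.00869) and with all 30 libraries in one fit (0.0313; from 0.00869 to 0.629 over its 8 alternatives). It was also called without WT replicate 5 (0.36) or Abcb10-null replicate 1 (0.34) or 4 (0.32). The day 2 median ranged from 0.054 without Abcb10-null replicate 4 to 0.24 without Abcb10-null replicate 5, and was called when all genes with at least 1 count were tested (0.035; from 0.035 to 0.68 over its 8 alternatives). The day 0 median was positive without Abcb10-null replicate 1 (0.012). In WT cells *Rars* fell by 1.26 on the log2 scale from day 0 to day 2 and by 1.57 from day 0 to day 5 (edgeR adjusted p = 9.73e-08 and 2.35e-07).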

The finding of increased transcripts for tRNA aminoacylation supports that cells are trying to increase protein synthesis, and indeed, we observed increased *Rars* transcripts during differentiation in the absence of Abcb10, which equated to a 2- to 3-fold increase in Rars protein. We also saw increased transcripts for the nutrient stress sensing pathway ATF4 and downstream targets. Both *Chop* and *CHAC1* transcripts were increased 8- to 10-fold in the absence of Abcb10 during MEL cell differentiation, but protein levels for Chop and Chac1 either remained as in undifferentiated cells (Day 0) or increased only 2-fold. In contrast, WT cells showed decreases in *Chop* and *CHAC1* transcripts and protein during differentiation. Similarly, the transcripts and protein for the transcriptional sensory of nutrient limitation factor ATF4 decrease during differentiation in WT cells but stayed elevated in the absence of Abcb10. These results suggest that protein synthesis may be altered in the absence of Abcb10.

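As fold changes estimated by edgeR, *Ddit3* (Chop) was 6.75-fold higher in Abcb10-null than in WT cells at day 2 and 3.41-fold at day 5. For *Chac1* the fold changes were 9.36-fold and 19.3-fold. Each group held 5 libraries. At day 5 these values depended on WT replicate 5: without it they were 5.96-fold for *Ddit3* and 59.5-fold for *Chac1*. At day 2, leaving out 1 library at a time gave from 5.95-fold to 8.31-fold for *Ddit3* and from 8.39-fold to 11.4-fold for *Chac1*.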

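In WT cells *Ddit3* averaged 67.6 ± 1.49 CPM (SD, n = 5) at day 0, and *Chac1* averaged 7.64 ± 1.35 CPM. By day 2, *Ddit3* had changed by -0.43 (standard error 0.10, edgeR adjusted p = 0.0023) on the log2 scale, a call lost with all 30 libraries in one fit (0.413; from 0.000693 to 0.413 over its 7 alternatives). *Chac1* changed by -0.49 (standard error 0.18, edgeR adjusted p = 0.0283), a call lost with all 30 libraries in one fit (0.436; from 0.0281 to 0.436 over its 7 alternatives). It held in 5 of 10 fits with 1 library left out and was lost without WT replicate 1 or 5 of day 0 or replicate 1, 2 or 3 of day 2, with log2 fold changes from -0.60 to -0.37.
By day 5, *Ddit3* was not lower than at day 0, with a log2 fold change of 0.78 (standard error 0.41, edgeR adjusted p = 0.103). Without WT replicate 5 of day 5 it was -0.044 (edgeR adjusted p = 0.66), and without replicate 2 of day 5 it was called higher, at 0.97 (edgeR adjusted p = 0.0366). When all genes with at least 1 count were tested it was also called higher (7.43e-08; from 7.43e-08 to 0.291 over its 6 alternatives).
*Chac1* changed by -0.62 (standard error 0.65, edgeR adjusted p = 0.401) from day 0 to day 5, and by -2.26 (edgeR adjusted p = 1.05e-05) without WT replicate 5 of day 5. It was called lower when all genes with at least 1 count were tested (0.0202) and with the replicate number as a block (0.0217; from 0.0202 to 0.397 over its 6 alternatives).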

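In WT cells *Atf4* fell by 0.99 on the log2 scale by day 2 (standard error 0.10, edgeR adjusted p = 2.88e-06). By day 5 it fell by 1.09 (standard error 0.24, edgeR adjusted p = 0.00108), and the 10 fits that each left out 1 library gave log2 fold changes from -1.47 to -0.96.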

Hematopoietic stem cells rely on anaerobic glycolysis to maintain their inactive state and require a rapid shift from glycolysis to OXPHOS to meet the rigorous demands associated with differentiation (reviewed in (43)). This shift requires transcriptional remodeling. This can be mediated through epigenetic marks such as DNA methylation or histone modifications such as acetylation, methylation, or citrullination to name a few (reviewed in (44, 45)). These modifications require metabolites that are generated in the mitochondria. Several amino acids must be taken up or synthesized and transported into and out of the mitochondria including but not limited to glycine, glutamine, citrulline, and ornithine (46, 47, 48). Arginine has historically been considered a nonessential or semiessential amino acid, as it can be generated *de novo* from glutamine and proline (49). There are, however, certain metabolic states in which cellular biosynthesis of arginine is not sufficient for growth. In those instances, arginine must be acquired from exogenous sources. The inability to acquire sufficient arginine or synthesize intracellular arginine limits the capacity to make the transcriptional alterations necessary for effecting metabolic shifts depending upon nutrition and energy needs (28).

Arginine metabolism is known to be important in erythropoiesis (17, 18, 19). That we observed dramatically reduced levels of arginine in Abcb10-null cells with no difference in arginine uptake suggests that Abcb10 is involved in setting up the metabolic state necessary for proliferation and hemoglobinization. One readout for loss of Abcb10 in differentiating MEL cells is a loss in hemoglobinization. Previously, we demonstrated that siRNA-mediated Abcb10 knockdown using in MEL cells prevented BACH1 from coming off the *β-globin* promoter due to reduced heme synthesis blocking GATA1 chromatin access at the *β-globin* promoter (11). At that time, we did not appreciate that there were significant changes in metabolism when Abcb10 is lost. Our studies here show marked changes in arginine metabolism that give rise to nutritional stress, reduced energy production *via* decreased OXPHOS and glycolysis as measured by Seahorse analysis, and reduced protein translation and that arginine supplementation can partially relieve proliferation and hemoglobinization. We further identified that the enzymes ASS1 and ASL, which are responsible for intracellular arginine regeneration from citrulline (Fig. 2), are reduced in the absence of Abcb10 at both the transcriptional level and the protein level compared to WT cells. This suggests that these arginine regeneration steps may be rate limiting in the absence of Abcb10, and the metabolic tone set by the absence of Abcb10 limits intracellular arginine synthesis.

In our current study, we focused on arginine as it was the most dramatically changed amino acid with concomitant increases in citrulline and ornithine. Many studies have tied arginine homeostasis to red cell hemoglobinization (18, 20). Maeda *et al.* (18) determined that polyamines derived from arginine were important in proliferation and differentiation of both K562 and human cord blood-derived CD34-positive cells. Unfortunately, we did not detect polyamines in our metabolomic analyses, but we predict that the reduced levels of arginine in the absence of Abcb10 would give rise to reduce polyamine levels. In a very recent paper, Gonzalez-Menendez *et al.* (50) identified that arginine metabolism regulates erythroid differentiation through hypusination of the eukaryotic translation initiation factor 5A (eIF5A), which is done by conjugating spermidine to lysine on eIF5A. This study further determined that eIF5A hypusination was important for mitochondrial translation and that decreased hypusination diminished OXPHOS. We observed reduced OXPHOS activity in undifferentiated and differentiated Abcb10-null MEL cells. Our studies future advance our understanding of the role of Abcb10 in mitochondrial metabolism and erythroid differentiation. It is unclear if the change in Abcb10 substrate biliverdin localization causes a shift in arginine homeostasis. We attempted to address this question using hemoglobinization as a readout, however, providing exogenous bilirubin to MEL cells during differentiation reduced hemoglobinization even in WT cells and did not improve hemoglobinization in Abcb10-null cells making this analysis difficult to interpret. We speculate that the accumulation of biliverdin in the mitochondria affects the mitochondrial metabolic status. Further studies are needed to understand how the substrate transported by Abcb10 affects mitochondrial metabolism.

## Experimental procedures

### Tissue culture, plasmids, and transfections

MEL (DS19 clone), *Abcb10* CRISPR/CAS9 clone 12, and CRISPR/CAS9 clone J1 were maintained in Dulbecco’s Modified Essential Medium (DMEM) (Corning) containing 1.0 mM Na pyruvate (ThermoFisher), 1X Glutamax (ThermoFisher), 1X nonessential amino acids (Sigma-Aldrich), 10% fetal bovine serum, 100 units/ml penicillin, and 100 μg/ml streptomycin and incubated at 37 °C with 5% CO_2_. This MEL cell medium contained either 200% (1.68 g/l), 100% (0.84 g/l), 50% (0.42 g/l) or 5% (0.042 g/l) arginine. MEL cells were differentiated by incubating in culture media with 1.5% DMSO (Sigma-Aldrich) for 1 to 5 days in the presence or absence of 10 μM bilirubin. K562 WT, *ABCB10* CRISPR/CAS9 clones #13 and #40 cells were grown in RPMI1640, 1X Glutamax (ThermoFisher), 10% fetal bovine serum, 100 units/ml penicillin, and 100 μg/ml streptomycin and incubated at 37 °C with 5% CO_2_. K562 differentiation was done as described previously (51).

### Lentivirus production and transduction

CRISPR/CAS9 constructs were generated by the University of Utah Mutation Generation and Detection Core. CRISPR/CAS9 expression lentiviral vectors with GFP or BFP were packaged in HEK293T cells using a three-plasmid packaging system. The supernatant containing retroviruses was passed through 0.45 μm filter and stored in aliquots at −80 °C. Undifferentiated MEL cells (DS19) or K562 cells were transduced with 8 μg/ml of polybrene and CRIPSR lentiviruses that targeted exon 1 site 2 (E1S2) or exon 3 site 9 (E3S9) of the mouse *Abcb10* gene or exon 1 site 1 (E1S1) of the human *ABCB10* gene and grown for 2 days in growth media. Cells were sorted by flow cytometry for GFP- (mouse *Abcb10*) or BFP- (human *ABCB10*) positive cells, and single cells seeded into 96-well plates. Each construct generated several clones, and high melt resolution analysis was used to confirm changes in the target regions of *Abcb10*/*ABCB10* for each clone. Clones were identified for genomic sequencing, RT-qPCR, and Western blot.

### PCR and sequencing

Genomic DNA was isolated from WT and CRISPR/CAS9 MEL cells and K562 cells using the Invitrogen PureLink Genomic DNA Mini Kit. *Abcb10*/*ABCB10* was amplified from genomic DNA using Roche Expand Long Template PCR System, and primers used were as follows: mouse *Abcb10* exon 1, 5′-AGGAGAGCGAAAAAGCTTCC-3′ (forward), 5′-AGTCGTTCCCAAGGTCTCG-3′ (reverse), mouse *Abcb10* exon 3, 5′-GGCCACGTCACTACCTTCAT-3′ (forward), 5′-AGCAGAGGTGATGCCTTTGT-3′ (reverse), human *ABCB10* exon 1, 5′-ATGCGAGGCCCCCCTGCCT-3′ (forward), and 5′-GCATGGGACTCGCGGCCTC-3′ (reverse). 1.5% agarose gel in Tris/Borate/EDTA buffer (110.0 mM Tris; 90.0 mM Borate; 2.5 mM EDTA containing ethidium bromide) was run at 100 V for 1 h and imaged with Bio-Rad Image Lab Software to confirm PCR product at the correct molecular weight. PCR products were treated with ExoSAP-IT (ThermoFisher) prior to sequencing. Sequencing was performed by the University of Utah DNA Sequencing Core.

### RNA isolation, RNA-seq, and real-time quantitative PCR

RNA was extracted with the Direct-zol RNA/DNA miniprep kit (Zymo Research). Two μg of total RNA was used to synthesize cDNA using the High Capacity cDNA Reverse Transcription kit (AB Biosystems). Power SYBR Green Master mix (Life Technologies) was used on Realplex2 thermal cycler (Eppendorf). Actin was used as a control housekeeping gene. The ΔΔCt method was used to compare the variation of transcripts among samples. Specificity and efficiency were checked before using this method. Primer sequences are as follows: mouse *Actin*, 5′-GACGGCCAAGTCATCACTATTG-3′ (forward) and 5′CCACAGGATTCCATACCCAAGA 3′ (reverse); mouse *Abcb10*, 5′-ATGTACGCTTTCTGGGTTGG (forward) and 5′-TCCTGGAATACGGACACCTC-3′ (reverse); mouse *Alas2*, 5′-CTCCGAGGCATCTATGGCATC-3′ (forward) and 5′-ACACGAGGGTGTCTGCTTATG-3′ (reverse); mouse *Asl*, 5′-GGCAGAGACTAAAGGAGTGGCT-3′ (forward) and 5′-TCGACACTGGATTTCGCTGTGC-3′ (reverse); mouse NAPRT 5′-TTCCAGATGCCCTGGCTAGAGT-3′ (forward) and 5′-AGTGACCACACTGGTGCCAATG-3′ (reverse);mouse *Ass1*, 5′-ACTCAGGACCCTGCCAAAG-3′ (forward) and 5′-GCCATCTTTGATGTTGGTCA-3′ (reverse); mouse *Cat1*, 5-‘CTCCTGGCTTACTCTTTGGTGG-3′ (forward) and 5′-GATCTAGCTCCTCGGTGGTTCT-3′ (reverse), mouse *Padi3*, 5′-GTGGTCTTCGATTCTCCGAGGA-3′ (forward) and 5′- CAGGTTGCCAAAAGAGTCCAGAC-3′ (reverse), human *ABCB10* (forward) 5′-ATGACCGTGGGTGAACTCTC-3′ (reverse) 5′-CTCGTTAAAAGGCAGCTTGG-3′ and human *ACT* (forward) 5′-ATGGCCACGGCTGCTTCCAGC-3′, (reverse) 5′CATGGTGGTGCCGCCAGACAG-3′. For RNA-seq, total RNA samples (100–500 ng) were hybridized with Ribo-Zero Gold to substantially deplete cytoplasmic and mitochondrial rRNA from the samples. Globin Zero Gold kit (Illumina) was used to remove globin mRNA from total RNA. Read one and two adapter sequences were as follows: 5′-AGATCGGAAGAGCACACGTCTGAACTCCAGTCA-3′, and 5′-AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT-3′. Stranded RNA sequencing libraries were prepared as described using the Illumina TruSeq Stranded Total RNA Library Prep Gold kit (20020613) with TruSeq RNA UD Indexes (20022371). Purified libraries were qualified on an Agilent Technologies 2200 TapeStation using a D1000 ScreenTape assay (cat# 5067-5582 and 5067-5583). The molarity of adapter-modified molecules was defined by quantitative PCR using the Kapa Biosystems Kapa Library Quant Kit (cat#KK4824). Individual libraries were normalized to 1.30 nM in preparation for Illumina sequence analysis. Sequencing libraries (1.3 nM) were chemically denatured and applied to an Illumina NovaSeq flow cell using the NovaSeq XP chemistry workflow (20021664). Following transfer of the flowcell to an Illumina NovaSeq instrument, a 2 × 51 cycle paired end sequence run was performed using a NovaSeq S1 reagent Kit (20027465). The mouse GRCm38 FASTA and GTF files were downloaded from Ensembl release 94, and the reference database was created using STAR version 2.6.1 b, as described (52) with splice junctions optimized for 50 base pair reads. Reads were trimmed of adapters using cutadapt 1.16 (53) and then aligned to the reference database using STAR in two pass mode to output a BAM file sorted by coordinates. Mapped reads were assigned to annotated genes in the GTF file using featureCounts, version 1.6.3, as described (54). The output files from cutadapt, FastQC, Picard CollectRnaSeqMetrics, STAR, and featureCounts were summarized using MultiQC (55) to check for any sample outliers. Differentially expressed genes were identified using a 5% false discovery rate with DESeq2 version 1.20.0 (56). Genes with multiple testing corrected *p* values <0.05 and an absolute log2FC >0.58 were used in GSEA (57) using the clusterProfiler package version 4.6.0 (58) in R (version 4.2.2) with Kyoto Encyclopedia of Genes and Genomes, Hallmark and Reactome gene sets. The RNA sequencing data have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus under accession GSE225218. GSEA results for Days 0, two and five for Hallmark, Kyoto Encyclopedia of Genes and Genomes, and Reactome are provided in Table S1.

### Hemoglobinization

MEL and K562 cells were differentiated as previously described (11, 51). For arginine supplementation, normal DMEM arginine levels (0.4 mM) were increase to 2.0 mM or 2X normal growth medium. For bilirubin supplementation, cells were grown in 0.1% vehicle (DMSO) or 10 μM bilirubin in DMEM in undifferentiated and differentiated MEL cells for time.

### Ultra-performance liquid chromatography analysis of heme and porphyrins

MEL cells were differentiated for 0 to 96 h with 1.5% DMSO. Cells (20–50 × 10^6^) were pelleted, washed with sterile PBS, mixed with water to about 200 μl in a microcentrifuge tube, and sonicated for 12 cycles with 5 s intervals at 50% duty (about 2.5 s on, 2.5 s off) using a microtip. Alas2 activity of the resulting homogenate was determined as described previously (11). Briefly, washed and packed cell pellets were resuspended in approximately three volumes of 50 mM potassium phosphate (KPi) pH 7.4. The suspension was homogenized by a brief sonication using a Sonicare W-380 Ultrasonic Processor (Heat Systems-Ultrasonics, Inc), while in an ice bath. The protein content was measured by the Pierce BCA Protein Assay Method (Thermo Scientific) using a SpectraMax 190 microplate reader paired with SoftMax Pro v5.0b7 software, both from Molecular Devices Corp. Approximately, 25 μl of homogenate containing 10 mg/ml protein was mixed with 25 μl of assay buffer that contained 0.1 M glycine pH 7, 1 mM succinyl CoA, 160 μM pyridoxal 5′-phosphate, and 0.1 mM succinylacetone. The resulting mixture was incubated at 37 °C for 30 min, and then 450 μl of ice-cold water was added to stop the reaction. Fifty microliter of the stopped reaction was mixed with 150 μl derivatization agent that consisted of water, 37% formaldehyde, ethanol, and acetylacetone in a ratio of 107:5:15:23 by volume, respectively. The resulting solution was incubated at 100 to 103 °C for 5 min, cooled immediately in an ice bath for a minimum of 1 h in the dark, and then centrifuged for 10 min at 16,000*g* at 4 °C. The supernatant was analyzed by ultra-performance liquid chromatography (UPLC). Ten microliter of supernatant containing the derivatized ALA was injected into a Waters Acquity UPLC system which included a binary solvent manager, sample manager, fluorescence detector, column heater, and an Acquity UPLC BEH C18, 1.7 μM, 2.1 Å 100 mm column. The fluorescence detector was set at 370 nm excitation and 460 nm emission, while the sample chamber was kept dark and at 5 °C. Solvent A was 0.2 % aqueous formic acid, while solvent B was 100% methanol. The flow rate was constant at 0.3 ml/min, and the column at 50 °C for the total run time of 12 min. Blanks were samples heated in boiling water a bath for 10 min. Standard curves were constructed using samples spiked with known amounts of ALA.

Total intermediate porphyrins (8-, 7-, 6-, 5-, and 4-carboxyl porphyrins) were measured in the cell homogenate previously adjusted to 10 mg/ml protein by adding 3 M HCl to a final concentration of 1.5 M, incubated for 0.5 h at 37 °C in a water bath, and microfuged at maximum speed for 10 min. About 10 μl of the supernatant was injected into the same Waters UPLC system mentioned above and quantified fluorometrically at 404 nm excitation and 618 nm emission.

Analyses of heme and protoporphyrin IX were carried out by vigorously mixing a 50-μl aliquot of 10 mg/ml homogenate was with 200 μl of an extraction mixture of ethyl acetate (4 volumes) and glacial acetic acid (1 volume). The phases were separated by microcentrifugation for 1 min at maximum speed. The upper organic layer was immediately analyzed simultaneously for protoporphyrin IX fluorescence at 404 nm excitation and 630 nm emission and heme absorbance at 398 nm in the same UPLC system mentioned above and as previously described (11, 59).

### Metabolite extraction from mitochondria for LC-MS analysis

One hundred microliters of a solution of 9:1 cold ACN:ddH2O containing 0.1 μg/ml standards of carnitine-d9, TMAO-d9, and succinate-d4 was added to each MEL cell mitochondrial pellet. A process blank containing only extraction solvent and standards was created and carried through the extraction process. Samples were vortexed for 30 s prior to being chilled for 1 h at −20 °C. After 1 h at −20 °C, samples were centrifuged at 20,000*g*, and the supernatant was collected for untargeted LC-MS analysis. A pooled QC was created by combining 5 μl of each sample of their respective extraction. For cytosol, 100 μl of a solution of 9:1 cold ACN:ddH_2_O containing 0.1 μg/ml standards of carnitine-d9, TMAO-d9, and succinate-d4 was added to 43 μl of cytosol or media. A process blank containing only extraction solvent, 43 μl ddH_2_O, and standards was created and carried through the extraction process. Samples were vortexed for 30 s prior to being chilled for 1 h at −20 °C. After 1 h at −20 °C, samples were centrifuged at 20,000*g*, and the supernatant was collected for untargeted LC-MS analysis. A pooled QC was created by combining 5 μl of each sample of their respective extraction.

### Untargeted LC-MS analysis

Fifty microliters of each sample, QC, and process blank solution were added to individual PTFE auto sampler vials and randomized prior to analysis. An Agilent 1290 UPLC coupled to an Agilent 6545 Q-ToF (Agilent Technologies, Inc) was used for chromatography and mass spectrometry. Chromatography was performed with a Waters BEH amide 2.1 × 100 mm column with BEH amide precolumn (Waters Corporation). An initial concentration of 99% buffer A (ACN with 5% 10 mM NH4OAc ddH2O) and 1% buffer B (10 mM NH4OAc in ddH2O) was held for 1.66 min at a flow rate of 0.4 ml/min. B was decreased to 70% over 4.75 min then to 40% over 1.5 min. Finally, B was decreased to 30% over 0.68 min and held for 3.75 min. The system was allowed to re-equilibrate for 5.16 min between runs. Samples were analyzed by an Agilent 6545 with a Dual Jetstream ESI source in positive and negative modes with the following source parameters: Gas Temp = 275 °C, Drying Gas = 12 l/min, Nebulizer = 35 psig, Sheath Gas Temp 325 °C, Sheath Gas Flow 12 l/min, VCap = 3500 V, Nozzle Voltage = 250 V, Fragmentor = 100 V, Skimmer = 65 V. Data analysis was performed using Agilent Profinder and Quantitative Analysis software (Agilent Technologies, Inc).

### Targeted LC-MS analysis

Mass spectral analysis was performed using a SCIEX EXION LC system coupled to a SCIEX 6500 Q-Trap (Sciex). A Waters BEH amide 2.1 × 100 was used to separate lysine and citrulline using the same chromatography method as above. To separate ornithine and arginine, helicon iHILIC-Fusion 2.1 × 100 mm (Umeå) was used for chromatography using Buffer C (10 mM NH4OAc in water) and ACN. An initial concentration of 85% ACN was held for 1 min then decreased to 10% until 11 min, then returned to initial conditions over 1 min. The column was allowed to equilibrate for 11 min between runs. Mass spectrometry was performed in the positive mode with a TurboIon source using optimized source conditions: curtain gas = 20 l/min, collision gas = high, ion spray voltage = 5000 V, temperature = 400 °C, ion source gas 1 = 20 l/min, ion source gas 2 = 40. Declustering potential, entrance potential, and exit potential for all compounds were set to 50 V, 10 V, and 15 V, respectively. Transitions for d9-carnitine (171.1 -> 103.1, CE = 23 V), citrulline (176.1 -> 159.1, CE = 10 V, 176.1 -> 70.1, CE = 10 V, and 176.1 -> 113.1, CE = 10 V), lysine (147.1 -> 84.1, CE = 10, 147.1 -> 130.1, CE = 10), ornithine (133.1 -> 70.1, CE = 10 V, 133.1 -> 116.1, CE = 10 V), and arginine (171.1 -> 60.1, CE = 10, 171.1 -> 116.1, CE = 10 V, 171.1 -> 70.1 CE = 20 V) were monitored *via* MRM. Quantitative data analysis was conducted using Sciex MultiQuant software.

### Nitric oxide quantitation

MEL cells were differentiated for 0, 2, and 5 days. Five million cells were harvested and washed twice with Hank’s Balanced Salt Solution (HBSS) (140 mM sodium chloride, 5 mM potassium chloride, 1 mM calcium chloride, 400 μM magnesium sulfate, 500 μM magnesium chloride, 300 μM sodium phosphate, 400 μM potassium phosphate, 6 mM glucose, 4 mM sodium bicarbonate). Cells were incubated with 2 μM of DAF-FM (Invitrogen) for 20 min at 37 °C and washed twice with HBSS followed by a second incubation with HBSS for the same duration and temperature. Cells were transferred to a 96-well plate and the BioTek Synergy 4 was set to measure fluorescence at 495 nm excitation and 515 nm emission. Background fluorescence was measured with cells that were not exposed to DAF-FM at the same excitation and emission.

### Arginine uptake

Control (mCherry) and *Abcb10* disrupted MEL cells (2 × 10^5^) were incubated in the presence of 25 μM ^3^H-arginine in (−) arginine DMEM and uptake measured at 37 °C over time (0–10 min). Cells were washed with 1 ml of ice-cold PBS 4x and cell pellets resuspended in 1 ml of water and counted for radioactivity in liquid scintillation cocktail (Packard Instrument Co). Nonspecific cell associated ^3^H-arginine, uptake done at 0 °C was averaged and subtracted as background. Assays were run with a minimum of five experimental replicates.

### MitoSOX

Control and *Abcb10* disrupted MEL cells were differentiated as described and incubated in 5 μM MitoSOX in Hank’s balanced salts solution for 10 min at 37 °C, washed twice, and resuspended in 1 ml buffer prior to fluorescence detection as per manufacturer’s instructions.

### Seahorse analysis

Control (mCherry) and *Abcb10* disrupted MEL cells were differentiated as described (eight replicates) and 1 × 10^5^ cells per well seeded, centrifuged at 1500*g* for 10 min, and incubated for 20 to 60 min 37 °C in a non-CO_2_ incubator. Following initial incubation, XF Running Media (XF assay media with 5% FCS and 10 mM D-glucose) were dispensed into each well. Oxygen consumption rate and extracellular acidification rate were measured by an XF96 Seahorse Extracellular Flux Analyzer. Cells were treated with oligomycin (1.0 μM), carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (1.5 μM), rotenone (100 nM), and antimycin A (1.0 μM) as per manufacturer’s instructions. Each condition was performed in 2 to 3 technical replicates.)

### Other procedures

Crude mitochondria and cytosol were isolated from MEL cells using a mitochondrial isolation kit (Pierce). MEL cell mitochondria or whole cells were lysed in buffer (150 mM NaCl, 1% Triton, 10 mM EDTA, and 10 mM Trizma base) with 2X protease inhibitors (Roche) and incubated at 0 °C for 30 min, followed by centrifugation at 12,000*g* for 15 min. The supernatants (10–50 μg) were placed in Laemmli buffer and heated to either 65 °C for 20 min or 100 °C for 10 min. Samples were run on a 4 to 20% SDS-PAGE gel (Bio-Rad) at 100 V for 60 to 90 min in buffer (25 mM Tris, 192 mM glycine, 0.1% SDS) and transferred to nitrocellulose membranes (GE Healthcare Life Sciences) at 100 V for 1 h in Western transfer buffer (25 mM Tris, 192 mM glycine, 20% (v/v) methanol). Primary antibodies Abcb10 (rabbit, 1:1000; ThermoFisher Scientific, PA5-30468, RRID AB_2547942), CAT1 (rabbit, 1:500; LifeSpan BioSciences, LS-C749764), ASS (rabbit, 1:500; Sigma-Aldrich, AV41366), ASL (rabbit 1:500; ThermoFisher Scientific, PA5-22300, RRID AB_11152934), VDAC (rabbit, 1:1000; Abcam, ab154856), Actin (mouse, 1:1000; ThermoFisher MA1-744, RRID AB_2223496), ATF4 (rabbit, 1:1000; ThermoFisher MA5-32364, RRID AB_2809645), CHAC1 (rabbit, 1:500; ThermoFisher BS-6795R), CHOP (rabbit, 1:500; ThermoFisher PA5-104528, RRID AB_2853828), eIF2s1 (rabbit, 1:500, ThermoFisher AHO1182, RRID AB_2536326) and eIF2s1Phos (rabbit, 1:500, ThermoFisher MA5-15133, RRID AB_10983400), RARS (rabbit, 1:500 ThermoFisher PA5-110271,RRID AB_2855682), and Slc7a11 (rabbit, 1:500 ThermoFisher PA 1–16893, RRID AB_2286208) were incubated overnight at 4 °C. Membranes were washed extensively and incubated in a 1:5000 dilution of peroxidase-conjugated goat anti-rabbit or anti-mouse at 37 °C for 60 min. Western blots were developed using Western Lighting reagent (PerkinElmer). Blots were quantified using Fiji ImageJ software using Actin as a loading control.

### Statistical analysis

Data are expressed as mean ± SD from at least three independent experiments unless stated otherwise. Statistical analyses were performed using student’s *t* test or two-way ANOVA as appropriate with GraphPad Prism software. Outliers were identified in Prism using ROUT (Q = 1.0%). *p* value of less than 0.05 was considered statistically significant and was indicated by asterisks; ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001.

## Data availability

All data are contained within the manuscript.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare no conflicts of interest with the contents of this article.

# Supplementary material for: Loss of the mitochondrial protein Abcb10 results in altered arginine metabolism in MEL and K562 cells and nutrient stress signaling through ATF4
**Source:** J Biol Chem. 2023 Jun 1;299(7):104877. doi: 10.1016/j.jbc.2023.104877
**Supplement:** Supporting Figures S1–S4 and Table S1

## **Loss of the mitochondrial protein Abcb10 results in altered arginine metabolism in MEL and K562 cells and nutrient stress signaling through ATF4**

Marisa Miljkovics<sup>1</sup>, Alexandra Sequin<sup>1</sup>, Xuan Jia<sup>1</sup>, James E. Cox<sup>2,3</sup>, Jonathan Leon Catrow<sup>3</sup>, Hector Bergonia<sup>4</sup>, John D. Phillips<sup>5</sup>, W. Zac Stephens<sup>1</sup> and Diane M. Ward<sup>1,6</sup>

Supplemental Information Included

Figure Legends S1-4

Figures S1-4

Table S1 Legend

Table S1

SFigure 1 Abcb10 CRISPR/Cas9 MEL cell clones show incomplete hemoglobinization

A) WT, Clone 12 (complete null E1S2) and Clone J (partial null E3S9) cells were hemoglobinized for 0-5 days as described in Materials and Methods. ( $n \geq 3$  biologic replicate/experiment; 3 experiments). A representative Western blot for Abcb10 and mitochondrial loading control VDAC is shown. Note the slight hemoglobinization in clone J at day 5 of differentiation along with a low level of Abcb10 protein upon differentiation. 

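Reads were counted on 6 genes of heme synthesis in the 5 libraries of each genotype and day. FPKM divide such counts by library size and by transcript length, which makes genes of different length comparable within a library. At day 5 the deposited counts of *Alad* were 8225 ± 1169.8 (SD, n = 5) in WT and 2677 ± 907 in Abcb10-null libraries. For *Urod* they were 4444 ± 861 and 2519 ± 892, for *Cpox* 8044 ± 2753 and 2789.8 ± 1396, and for *Ppox* 1382 ± 268 and 1015 ± 479.6. *Uros* had counts of 1378 ± 649 and 1440 ± 739, and *Fech* 7184 ± 1146 and 4445 ± 1743. These counts are not corrected for library size, which differed between the groups.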

B) RNA Seq for WT and Abcb10 null (Clone 12) was performed on cells as in A. Transcripts for *Alad*, *Urod*, *Cpox*, *Ppox*, *Uros* and *Fech* are shown as FPKM ( $n=5$  biologic replicates). Bar graphs show the mean  $\pm$  SD with Student's *t* test significance  $p \leq 0.05$ .

SFigure 2 Alterations in metabolites due to Abcb10 loss

A) GSSG and GSH levels were determined from targeted metabolomics as in Figure 2A. Bar graphs show the mean  $\pm$  SD with Student's *t* test significance  $p \leq 0.05$ , ( $n=5-6$  replicates with 2 biologically separate metabolomics performed). B) Cytosolic and Mitochondrial Pyruvate level were measured as in 2A. Bar graphs show the mean  $\pm$  SD with Student's *t* test significance  $p \leq 0.05$ , ( $n=5-6$  replicates with 2 biologically separate metabolomics performed). C) Orotic acid and creatine levels in cytosol and mitochondria were determined from metabolomics as in Figure 2A. Bar graphs show the mean  $\pm$  SD with Student's *t* test significance  $p \leq 0.05$ , ( $n=5-6$  replicates with 2 biologically separate metabolomics performed). D) Proline and glutamate levels from 2A are graphed. Bar graphs show the mean  $\pm$  SD with Student's *t* test significance

$p \leq 0.05$ , (n=5-6 replicates with 2 biologically separate metabolomics performed). The data are expressed as Arbitrary units in A-D. E) Transcript levels for *Padi3* with *Actin* as a loading control were performed using RT-qPCR as described in Materials and Methods. Bar graphs show the mean  $\pm$  SD with Student's *t* test significance  $p \leq 0.05$  (n=2 technical replicates and 5 biologic replicates).

### SFigure 3 Loss of Abcb10 slightly alters arginine uptake in MEL cells

A) WT or Abcb10 null cells were incubated with  $^3\text{H}$ -arginine and cell associated  $^3\text{H}$ -arginine determined over time. (n=3 biologic replicate experiments). Two way ANOVA with significance  $p \leq 0.05$  \* .B) RNA Seq from undifferentiated and differentiated WT and Abcb10-null MEL cells was performed as described in Materials and Methods. Transcript levels (FPKM) for *Slc7a5*, *Slc7a6*, *Slc7a7* and *Slc7a11* are shown. 

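Before normalization, the deposited counts of *Slc7a11* at day 5 were 449 ± 452 (SD, n = 5) in WT and 4612 ± 1746 in Abcb10-null libraries. Those of *Slc7a5* were 339 ± 249 and 1187 ± 253, those of *Slc7a6* 402 ± 94.6 and 551 ± 122, and those of *Slc7a7* 248 ± 273 and 590 ± 314.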

Bar graphs show the mean  $\pm$  SD with Student's *t* test significance  $p \leq 0.05$ . C) WT or Abcb10-null cells were differentiated for time in the presence or absence of 10  $\mu\text{M}$  bilirubin, cells pelleted and washed extensively in PBS to eliminate extracellular bilirubin. Cell pellets were image with duplicate technical samples shown (n=3 biologic replicate experiments). D) Heme and bilirubin levels were measure in cells as in C. Bar graphs show the mean  $\pm$  SD with Student's *t* test significance  $p \leq 0.05$ .

### SFigure 4 Aspartate supplementation to Abcb10-null MEL cells does not improve hemoglobinization

A) WT and Abcb10 null MEL cells were differentiated for 0 or 5 days as described in Materials and Methods in the presence or absence of 2X arginine (arg), aspartate (asp) or both arg and asp. Redness in cell pellets denotes hemoglobinization. B) Extracellular Acidification Rate (ECAR), a readout of glycolytic activity was measured in cells as in Figure 4. C) Cells as in A were differentiated for 0, 2, or 5 days and incubated with the superoxide indicator MitoSOX as described in Materials and Methods (n=3 biologic replicates experiments). Bar graphs show the mean  $\pm$  SD with Student's *t* test significance  $p \leq 0.05$

STable 1 GSEA results comparing WT and Abcb10 nulls cells at day 0-5 of differentiation

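Gene set enrichment analysis ranks genes by their change and asks whether the members of a set gather at one end of the ranking. Its result depends on the collection of sets, and the Hallmark, KEGG and Reactome collections were not used here. Among 17 sets written out instead, camera called 2 higher and 9 lower in Abcb10-null cells at day 0, 7 higher and 3 lower at day 2, and 8 higher and 3 lower at day 5. The paper ran its analysis on genes past its limits on p and fold change, whereas camera used all genes tested.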

RNA seq GSEA from cells as in Figure 5 are shown for days 0-5 of differentiation. Hallmark, Kegg and Reactome results are shown.

# Supplemental Figure 1

**A**

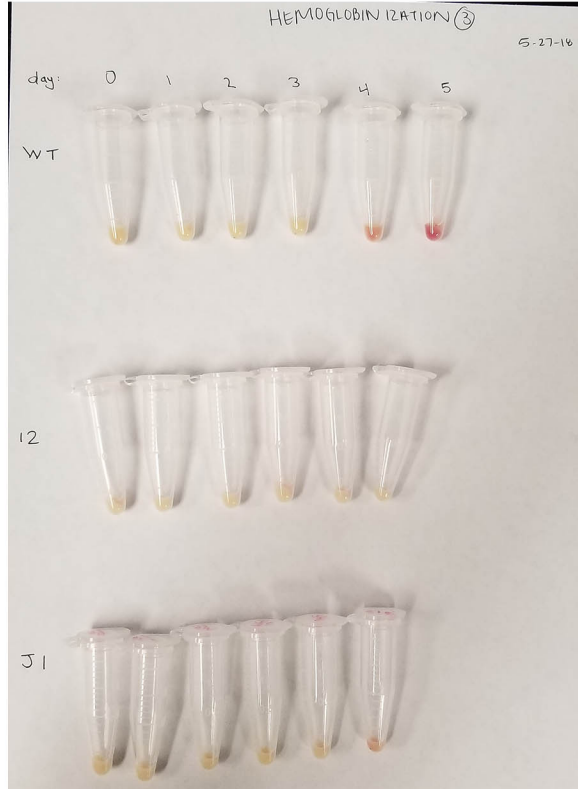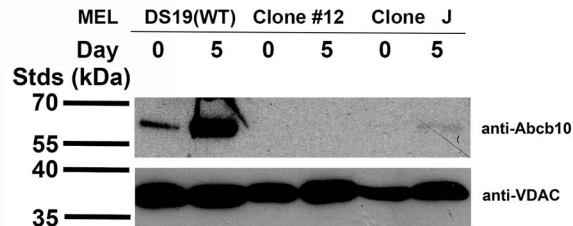

**B**

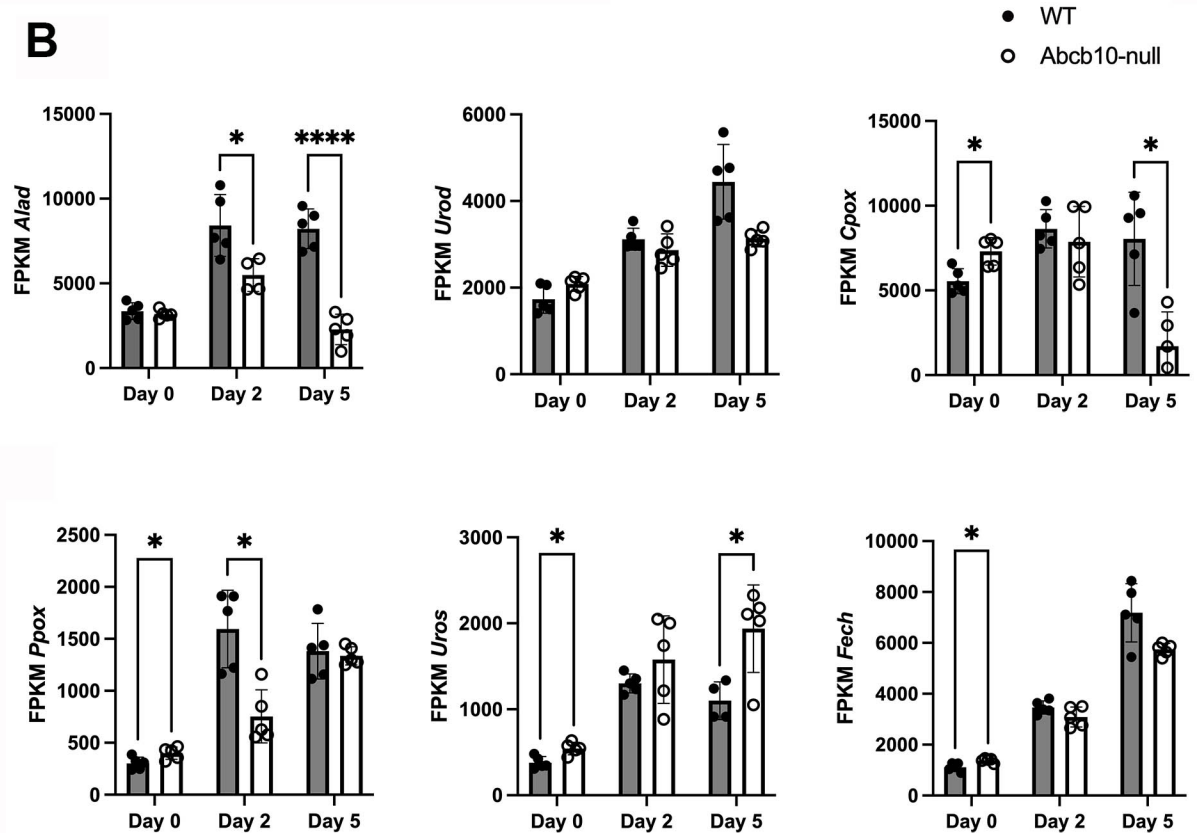

# Supplemental Figure 2

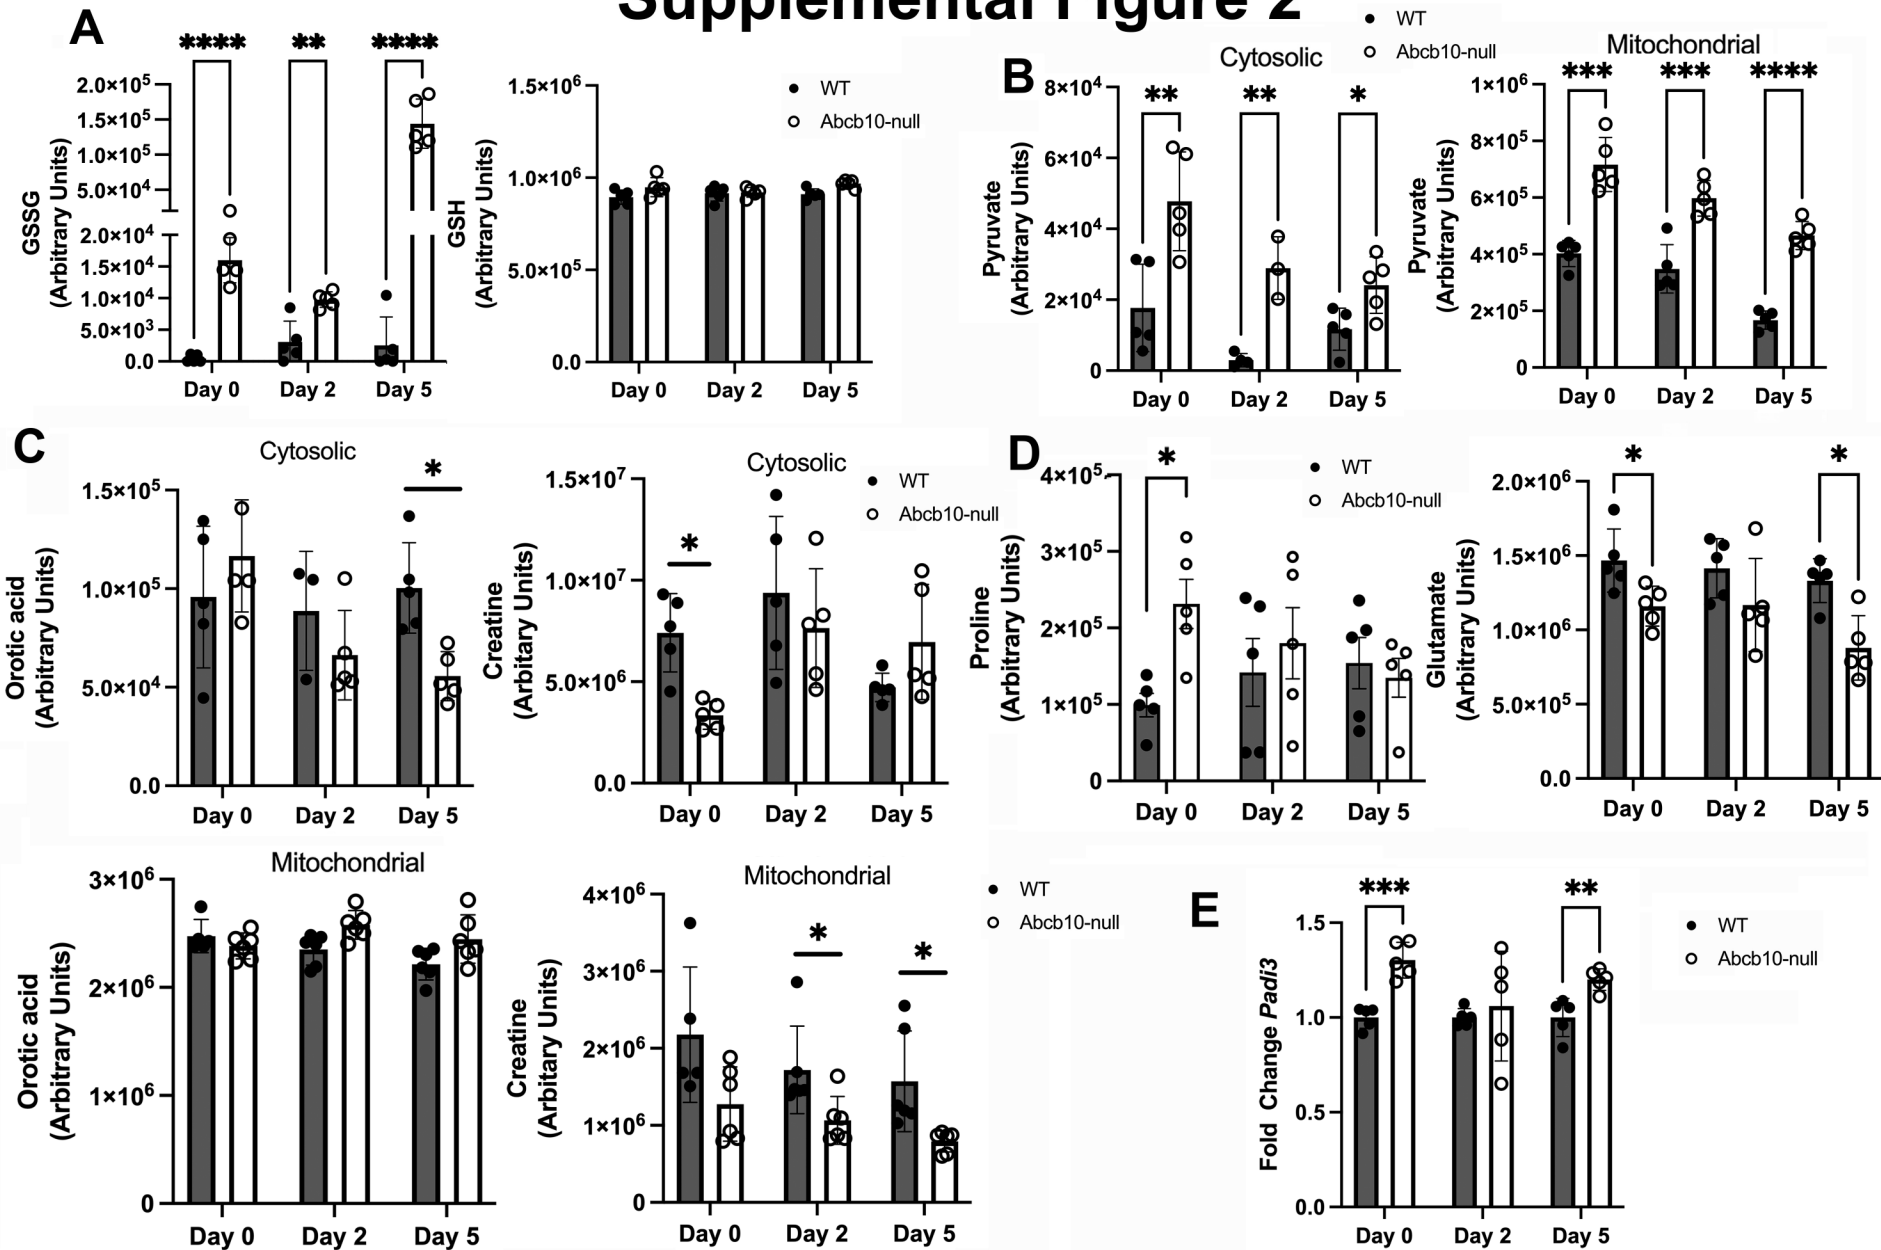

# Supplemental Figure 3

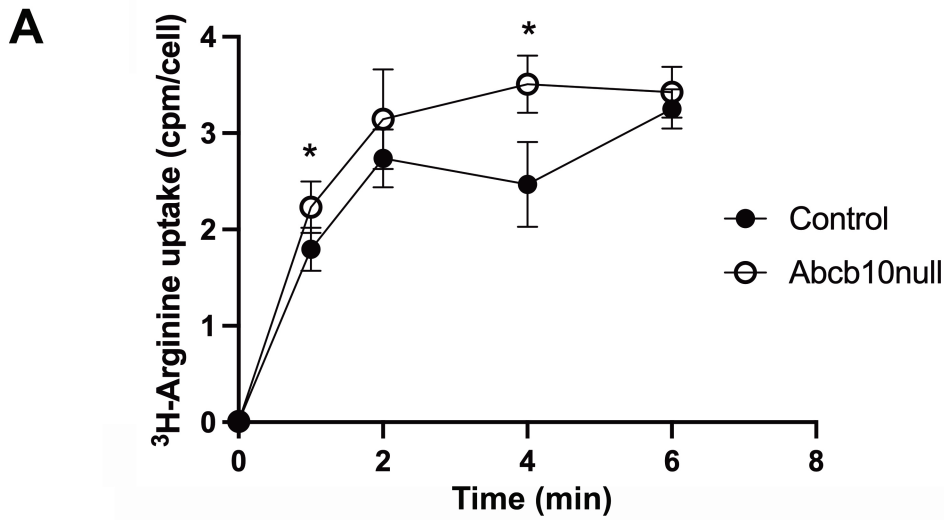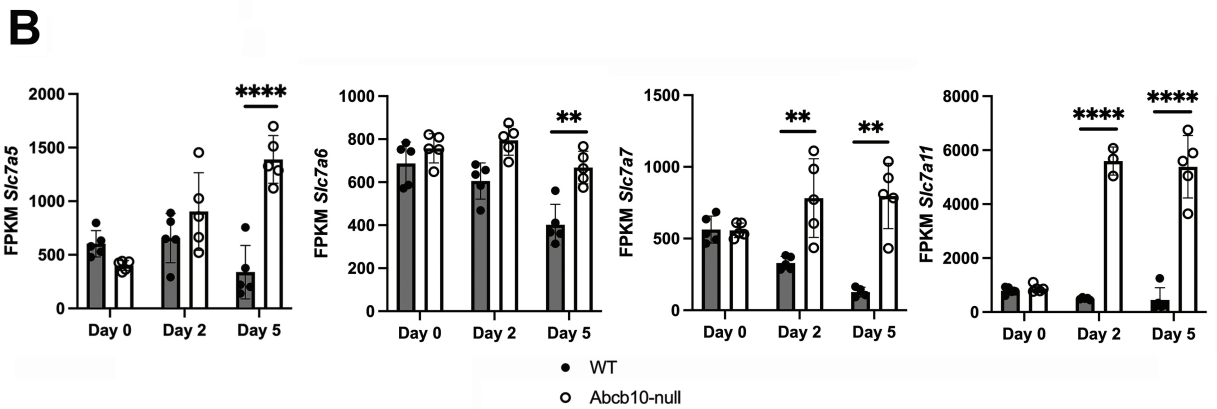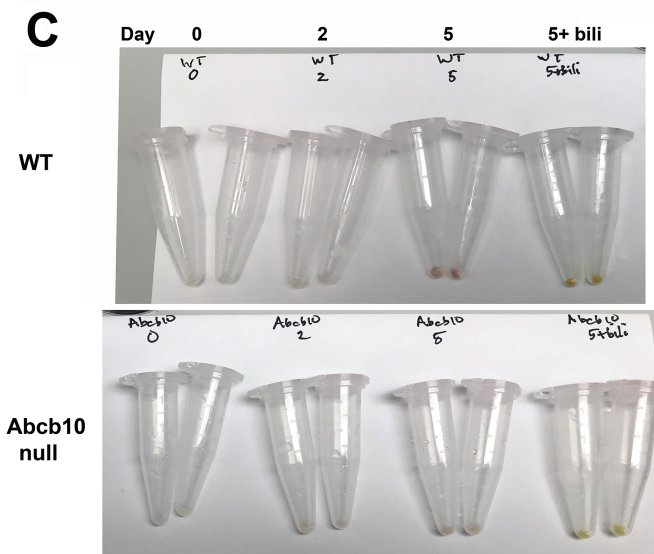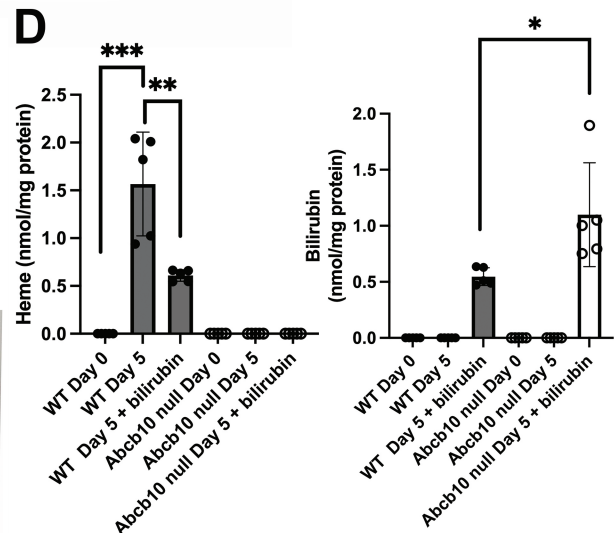

# Supplemental Figure 4

**A**

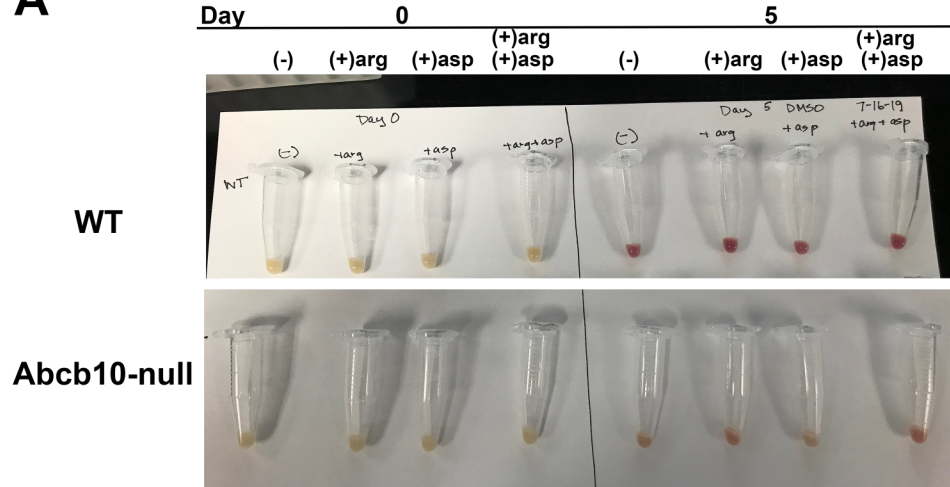

**C**

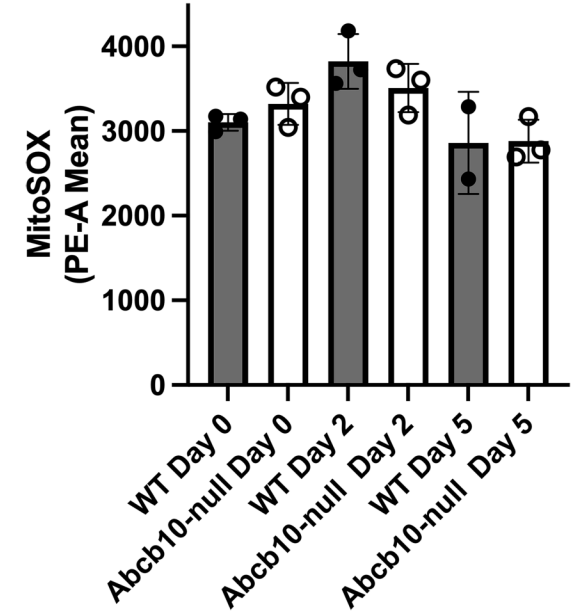

**B**

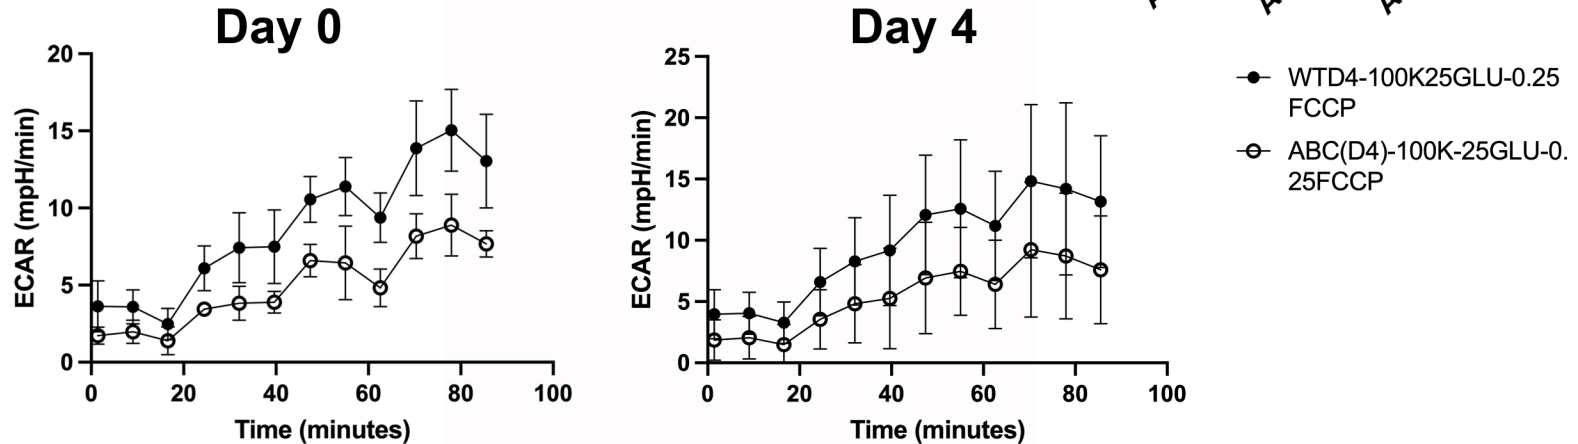

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

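RNA from WT and Abcb10-null MEL cells at days 0, 2 and 5 of differentiation in 1.5% DMSO was sequenced in 30 libraries, 5 for each genotype and day. The authors depleted ribosomal and globin RNA, made stranded libraries, trimmed adapters with cutadapt, aligned the reads to the mouse genome GRCm38 with STAR, and assigned them to Ensembl genes with featureCounts. The deposited values are the counts of reads that the authors assigned to each gene, not normalized and not filtered, with 1 column for each library. The paper's text does not name the strand, multimapping and fragment settings of the counting.

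The table lists 54532 genes, of which 9219 had no count in any library, and 37 of its gene identifiers, holding 0.0116% of the counts, were not in the annotation used. Library totals ranged from 9906783 to 20157768 counts, with a median of 16492116.5. A count of 3 or less was taken as the floor, and a fold against a group whose libraries were all at or under the floor was computed against the floor and given as a lower bound. Replicate libraries differed by more than counting error in each group (the lowest ratio of chi-square to degrees of freedom between replicates was 6.48), so standard errors come from the spread between libraries. WT replicates 1 and 2 of day 2 (6.78) stood apart from 3 to 5 (17.3 to 20.9), with 76.8 to 88.1 across. Abcb10-null replicates 1, 3 and 4 of day 2 (10.9 to 40.2) stood apart from 2 and 5 (54.8), with 93.6 to 140.5 across. The cause was not tested, and the libraries of day 2 may not be 5 independent replicates.

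Conditions and replicate numbers were taken from the sample labels, and all 30 libraries were used. Genes were tested with R 4.3.3 and edgeR 4.0.16, with TMM normalization, filterByExpr, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjusted p under 0.05. Each comparison used only the libraries of the groups compared: Abcb10-null against WT at each day (10 libraries), days 2 and 5 against day 0 within each genotype (10 libraries), and the interaction of genotype and day (20 libraries). CPM values are counts divided by the TMM-scaled library size. Genes past an absolute log2 fold change of 0.58, the paper's limit, were also counted. Means over a gene set in single libraries use log2(CPM + 0.5), and the plot of gene sets by library uses edgeR's log2 CPM with a prior count of 2.

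Gene sets were tested with camera in limma 3.58.1, with its preset correlation of 0.01, on voom log2 values, and beside it with fry and with a correlation estimated for each set. The Hallmark, KEGG and Reactome collections were not used here. In their place stood 17 sets written from general knowledge of the pathways or from gene names in the annotation: heme synthesis enzymes, erythroid membrane, iron and transcription genes, arginine and proline metabolism, the arginine and proline genes labelled in Fig. 3G, amino acid transporters, cytosolic and mitochondrial aminoacyl-tRNA synthetases, ATF4 target genes, ER chaperones, cytosolic ribosomal proteins, interferon-stimulated genes, replication-dependent histones, S-phase and mitosis genes, nuclear-encoded and mitochondria-encoded OXPHOS subunits, glycolysis enzymes and NRF2 target genes. The ATF4 list shares *Aldh18a1* and *Pycr1* with the arginine and proline list, and *Slc3a2*, *Slc7a5* and *Slc7a11* with the transporters. *Slc7a11* is also on the NRF2 list. The genes labelled in Fig. 3G are all on the arginine and proline list, and the study picked them from these libraries. *Eif2ak2* is on the interferon list.

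The genes named were chosen by a rule: each gene that the paper names in its RNA-seq sentences and figures or measured by RT-qPCR in MEL cells, *Slc25a37* (Mfrn1), which its introduction names, the 4 eIF2S1 kinase genes and 1 gene that is not reported (38 genes), and for each day the 3 genes that rose most and the 3 that fell most among genes with an adjusted p under 0.05, a mean of at least 1 CPM and each Abcb10-null library on the same side of each WT library.

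Each result was recomputed with DESeq2 1.42.0 (not for gene sets), with DESeq2's size factors in edgeR, with all genes with at least 1 count, with genes with at least 10 counts in every library, with all 30 libraries in one fit, without 6140 globin, mitochondria-encoded and small non-coding RNA genes, with the replicate number as a block, and without each library in turn. For counts of genes and gene sets, 100 of the 126 splits of 10 libraries into groups of 5 were drawn.

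The steps were tested on simulated data in which 200 genes were changed by 1 or 2 on the log2 scale. Comparisons of groups were simulated from the day 0 libraries, and the interaction from those of days 0 and 2. Replicates differed more at days 2 and 5 than at day 0, so the recovery at day 0 does not describe those days. edgeR called 195 of the 200 (97.5%) and 6 of 12512 unchanged genes, and DESeq2 called 195 of the 200 and 16 of 12692. The interaction test called 148 of 200 (74%) and 7 of 13501 unchanged genes. camera called the raised set and no other of the 17, both with its preset and with an estimated correlation. fry called the raised set and 1 set that was not raised. The simulated genes were drawn independently of each other. The set results therefore do not test how camera behaves when genes of a set vary together.

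The replicate numbers were checked for pairing: over 75 pairs of libraries with the same number, the correlation of their deviations from the group means ranged from -0.26 to 0.43, with a median of -0.0145 and 8 pairs over 0.1, so the libraries were not treated as paired. Protein, metabolite and RT-qPCR measurements were not analysed here.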

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

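The tests of RNA from the other genotype, of a stress state of one culture, of *Eif2ak2* and of endoplasmic reticulum stress were chosen only after the result was seen.

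In 39 of 332 groups of 5 values, 1 library stood apart: its gap to the nearest other library, divided by the range of the group, exceeded Dixon's critical value of 0.71. About 16.6 are expected by chance at 1 in 20, and genes that vary together make the groups depend on each other. WT replicate 5 of day 5 held 18 of the 39. No other library held more than 3.

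WT replicate 5 of day 5 was high for 10 genes, in CPM: *Slc7a7* 47.2 (7.99 to 11.9 in the others), *Slc7a11* 80.5 (14.6 to 25.7 in the others), *Prodh* 17.7 (11 to 12 in the others), *Got1* 146 (35.9 to 37.5 in the others), *Srm* 63.7 (22.4 to 33 in the others), *Aldh18a1* 167 (31.5 to 35.9 in the others), *Pycr1* 4.06 (0.795 to 1.6 in the others), *Atf4* 416 (135 to 189 in the others), *Ddit3* 321 (54.7 to 72.6 in the others) and *Chac1* 18.2 (0.94 to 2.55 in the others). It was low for *Cpox*, at 236 CPM against 661 to 772. As mean log2(CPM + 0.5) over a set, it was high for the ATF4 target genes (6.49 against 4.61 to 4.78), the cytosolic aminoacyl-tRNA synthetases (7.81 against 6.72 to 6.95), their mitochondrial counterparts (5.31 against 4.54 to 4.67), the genes labelled in Fig. 3G (4.5 against 3.13 to 3.33) and the ER chaperones (7.14 against 6.6 to 6.71). It was low for the mitochondria-encoded OXPHOS subunits (6.67 against 7.63 to 7.92) and the glycolysis enzymes (7.12 against 7.79 to 7.97).

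Depth does not account for this library: with the WT libraries of day 5 thinned to 10498239 counts, the ATF4 targets were still 1.62 higher in it than in the other 4 (median, log2), against 1.66 without thinning. Nor do GC content and gene length, since the difference was 1.52 after a trend on both, which held 15.3% of the variance, was removed. RNA from Abcb10-null cells, or a swapped label, was tested with genes that differ between the genotypes at both day 0 and day 5. Over 73 such genes the library lay 40.7% of the way from the WT to the Abcb10-null level, against -2.25% to 5.81% in the other WT libraries. The 2 directions were then taken apart, a step chosen after that value was seen: the 28 genes higher in Abcb10-null cells gave a median share of -0.19% (quartiles -10.1% and 11%, other libraries -0.459% to 3%), and the 45 genes lower in Abcb10-null cells gave 80.8%. The ATF4 targets gave 45.6%. Admixed RNA would raise the 28 genes too, so the values argue against it, while the genes lower in Abcb10-null cells were low in this library for a reason that was not tested. A stress state of this culture may explain the pattern, since 28 of 29 ATF4 targets lay above all other WT libraries of day 5, but it cannot be told apart from other properties of a single library, because nothing describes single cultures.

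Abcb10-null replicate 2 of day 2 was low for the heme synthesis enzymes, at 6.98 in mean log2(CPM + 0.5) against 7.41 to 7.55, and 25 of 29 ATF4 targets lay below the other Abcb10-null libraries of that day. After thinning to 17301441 counts the ATF4 targets differed from the other 4 libraries by -1.67 (median, log2; -1.71 without thinning), and after removal of the trend on GC content and length by -1.74, which argues against both. Genes that differ between days 0 and 2 placed the library 84% of the way from day 0 to day 2 (196 genes; 90.2% to 105% in the others), far from a day 0 library. Over 70 genes that differ between the genotypes at days 0 and 2, it lay 31.3% of the way to WT, against -5.98% to 9.26% in the others. With the directions taken apart after that value was seen, the 17 genes higher in WT gave a share of 1.15% (quartiles -7.24% and 12%, others -5.22% to 2.81%), the 53 genes lower in WT gave 40.7%, and the ATF4 targets 98.3%. RNA from WT cells would raise the 17 genes too, so it is argued against. A weaker stress response in this culture stays open and was not tested.

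The other 20 values stood apart in 13 libraries. At day 0 these were *Naprt* in WT replicate 1 (3.06 CPM, others 1.23 to 1.56), *Pycr1* in WT replicate 4 (2.98, others 3.92 to 4.23), *Asl* in Abcb10-null replicate 1 (23.9, others 30.1 to 32.2) and *Slc7a5* in Abcb10-null replicate 3 (18.8, others 22.1 to 23.3). As set means at day 0, WT replicate 4 had 5.39 for the genes of Fig. 3G (others 5.65 to 5.73) and 2.84 for the interferon-stimulated genes (others 2.77 to 2.78), and Abcb10-null replicate 3 had 8.03 for the cytosolic aminoacyl-tRNA synthetases (others 8.15 to 8.19). At day 2 they were *Padi1* in WT replicate 2 (1.06 CPM, others 0.663 to 0.734), and *Abcb10* (312, others 162 to 189) and *Slc25a37* (60.6, others 30.1 to 37.5) in Abcb10-null replicate 3. Set means at day 2 were 7.92 for the heme synthesis enzymes in WT replicate 4 (others 8.07 to 8.12), 5.21 for the mitochondrial aminoacyl-tRNA synthetases in WT replicate 5 (others 5.28 to 5.31) and 5.18 for arginine and proline metabolism in Abcb10-null replicate 3 (others 5.31 to 5.36). WT replicate 3 of day 2 had 21700 genes with a count, against 19400 to 19700. At day 5 they were *Padi1* (1.06 CPM, others 1.74 to 1.95) and *Eif2ak1* (150, others 51.2 to 74.4) in WT replicate 2, *Padi2* in WT replicate 3 (1.11, others 0.0644 to 0.304), *Slc7a1* in Abcb10-null replicate 4 (118, others 148 to 158) and *Slc7a5* in Abcb10-null replicate 5 (111, others 69.7 to 81.3). WT replicate 2 of day 5 had a mean of 6.64 over the nuclear-encoded OXPHOS subunits (others 7.08 to 7.23). They are near the number that chance gives, and no explanation, technical or biological, was tested for them.

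The genotype effect differed between days: in the interaction test 3188 genes had a different effect at day 2 than at day 0, and 4417 at day 5 (1 of the 100 splits gave as many in each case, the real one). For 15 results of the named genes, the effect was called in opposite directions on the 2 days. The difference in log2 fold change from day 0 to day 2 was *Slc7a7* 1.33, *Got1* 1.73, *Srm* 1.04, *Aldh18a1* 1.74, *Atf4* 1.52, *Ddit3* 3.18, and from day 0 to day 5 *Cpox* -1.91, *Slc7a1* 2.46, *Slc7a5* 2.60, *Got1* 2.33, *Srm* 1.84, *Aldh18a1* 2.43, *Atf4* 1.92, *Ddit3* 2.15, *Eif2ak2* -1.88. Library scaling is unlikely to account for them: with DESeq2's size factors the smallest, *Srm* at day 2, was 1.02, and with globin, mitochondria-encoded and small RNA genes removed it was 1.01. All 15 interactions were called under all alternatives run, although the day 0 calls of *Slc7a7*, *Got1*, *Srm*, *Aldh18a1*, *Atf4*, *Ddit3*, *Cpox* and *Slc7a5* were not made with all 30 libraries in one fit. The day 0 call of *Slc7a7* was also not made with all genes with at least 1 count (0.0661; from 0.00713 to 0.728 over its 7 alternatives), nor that of *Cpox* with DESeq2 (0.0526; from 0.0374 to 0.65 over its 7 alternatives), its size factors, the replicate block and in 8 of 10 fits with 1 library left out. The days are stages of differentiation, so an effect of Abcb10 loss that changes with the stage remains open, as does a property of the clone.

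*Eif2ak2*, which encodes the eIF2S1 kinase PKR and is on the interferon list, was higher in Abcb10-null cells at day 0 (1.34, edgeR adjusted p = 1.81e-11). If its transcript set the ATF4 targets, they would have been highest then, but their median log2 fold change at day 0 was -0.377, which argues against this as the cause of their rise at days 2 and 5.

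Among genes whose transcripts the paper's text does not discuss, the glycolysis enzymes were higher at day 0 (median log2 fold change 0.22, limma camera adjusted p = 0.0101, 8 of 15 Ensembl genes called higher, 2 of the 15 with the symbol *Aldoa*) and the ER chaperones at day 5 (0.34, limma camera adjusted p = 0.00611, 9 of 20 genes). fry called both (adjusted p = 0.00436 and 0.0101), and camera with an estimated correlation called neither (0.267 and 0.492), though it called 2 other sets at day 0, and 2 sets had an unadjusted p under 0.05 at day 5. The glycolysis call at day 0 was lost with all 30 libraries in one fit (0.103; from 1.61e-05 to 0.267 over its 8 alternatives). With DESeq2's size factors the medians were 0.21 and 0.33, so scaling is unlikely to be their source. No biological explanation was tested for the glycolysis set.

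Endoplasmic reticulum stress was weighed as a source of the ATF4 target genes, which rose at days 2 and 5. At day 2, 2 of 20 ER chaperone genes were called higher and 4 lower, which argues against it for that day. At day 5, 9 of 20 were called higher and 2 lower, so it may contribute at day 5. That count is a hypothesis found on the same libraries. Of the 100 splits of the day 5 libraries, 29 gave as many gene sets past the threshold as the real one, a share that is not a rate of false calls.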

How the results depend on the processing

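The comparisons, main settings, alternatives, gene lists and the rule for the named genes were chosen before the data were examined, and no alternative was added later. No test in this part was chosen only after the result was seen.

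The counts of differentially expressed genes between the genotypes at days 0, 2 and 5 (4642, 4151 and 4769) ranged from 1584 to 4892, from 3629 to 5954 and from 3802 to 5737 over 7 alternatives that each changed 1 setting. Gene sets under camera with an estimated correlation aside, the totals outside a factor of 1.5 were those at day 0 with all 30 libraries in one fit: 1584 genes, 937 past an absolute log2 fold change of 0.58, and 6 gene sets instead of 11. Of the genes called at day 0, 66.2% were higher in Abcb10-null cells in that fit, against 54.9% with the settings reported. At day 2 the share was 46.8%, and with all 30 libraries in one fit 53.7% (3200 higher, more than 1.5 times the 1944 reported, and 2754 lower). At day 5 it was 52.6%, and 45.4% when all genes with at least 1 count were tested (1726 higher, 2076 lower), with 2546 higher and 2547 lower under DESeq2. Among all genes called, the balance at days 2 and 5 thus depends on the setting. Past an absolute log2 fold change of 0.58, more genes were lower than higher at day 2 under all 7 alternatives. There, 1199 were higher and 1933 lower with the settings reported, and 1608 and 2210 with all 30 libraries in one fit. At day 5, 1636 were higher and 1641 lower past that limit, and 1612 and 1464 with the replicate block. The causes were not tested. With each library left out in turn, the day 2 count ranged from 2665 to 5357 genes; it was 2665 without Abcb10-null replicate 1, 2744 without WT replicate 2 and 5357 without Abcb10-null replicate 2. The day 0 and day 5 counts ranged from 4004 to 4779 and from 3787 to 5594. With the replicate block, 4220, 3955 and 4378 genes were called at days 0, 2 and 5.

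Within genotypes, the counts of genes changed from day 0 ranged over the alternatives from 7129 to 9179 (WT, day 2), 8020 to 12414 (WT, day 5), 4863 to 6107 (Abcb10-null, day 2) and 7888 to 10676 (Abcb10-null, day 5), and the interaction counts from 2637 to 3699 at day 2 and from 3475 to 4623 at day 5. These stayed within a factor of 1.5 of the values reported, also with each library left out in turn. No alternative scaling moved the median of all genes by more than 0.1 (log2).

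In 100 of the 126 splits of each comparison's libraries into groups of 5, only 1, the real one, gave as many genes at each of days 0, 2 and 5, with or without the limit on fold change, and in each comparison of days within a genotype and each interaction. Between the genotypes, the median over the other splits was 0 genes at each day, and the largest count from another split was 1 gene at day 0, 2971 genes at day 2 and 1092 at day 5. For gene sets the share was 3 of 100 splits at day 0, 18 of 100 at day 2 and 29 of 100 at day 5. Other splits gave medians of 5, 7 and 8 sets and up to 11, 13 and 14. The numbers of sets called at days 2 and 5 are thus no larger than other splits often give. The 5 libraries of a genotype cannot be divided evenly, so every other split keeps part of the genotype difference. These shares are therefore not rates of false calls.

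Camera with an estimated correlation called 2, 0 and 0 gene sets at days 0, 2 and 5 instead of 11, 10 and 11, and 3, 1 and 2 at an unadjusted p under 0.05. By its construction it widens the null distribution of sets whose genes vary together. DESeq2 gives no set result, and the median of the mitochondria-encoded OXPHOS subunits could not be had with those genes removed. Of 51 set medians, fry turned 3 from called to not called and 3 the other way, all 30 libraries in one fit 5 and 1, and testing all genes with at least 1 count turned 5 into calls.

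Outside the fits that left out 1 library, the direction was reversed for *Uros* at day 2 with the replicate block (-0.0012), *Padi3* at day 2 with DESeq2 (0.00079), all genes with at least 1 count (0.014), all 30 libraries in one fit (0.039) and abundant RNA removed (0.020), the glycolysis enzymes at day 5 with all genes with at least 1 count (0.0038) and with at least 10 counts in every library (0.0017), the change of the genotype effect on *Alas2* from day 0 to day 5 with all genes with at least 1 count (0.0093) and abundant RNA removed (0.0017), and that on *Eif2s1* with DESeq2 (-0.00076) and with at least 10 counts in every library (-0.019). The cause was not tested.

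With each library left out in turn, the log2 fold changes and set medians that took either sign were, at day 0, *Prodh* (-0.062 to 0.025), *Aldh1b1* (-0.024 to 0.24), arginine and proline genes labelled in Fig. 3G (-0.058 to 0.026) and mitochondrial aminoacyl-tRNA synthetases (-0.056 to 0.012); at day 2, *Uros* (-0.031 to 0.24), *Padi1* (-0.10 to 0.18), *Padi3* (-0.078 to 0.030), *Slc7a1* (-0.19 to 0.044), *Eif2ak2* (-0.037 to 0.11), nuclear-encoded OXPHOS subunits (-0.0036 to 0.14) and NRF2 target genes (-0.18 to 0.0011); at day 5, *Uros* (-0.23 to 0.15), *Padi3* (-0.15 to 0.070), *Eif2s1* (-0.088 to 0.036), *Eif2ak4* (-0.061 to 0.063), nuclear-encoded OXPHOS subunits (-0.13 to 0.035) and glycolysis enzymes (-0.16 to 0.11); for day 5 against day 0 in WT cells, *Ddit3* (-0.044 to 0.97); and for the change of the genotype effect from day 0 to day 5, *Alas2* (-0.13 to 0.059), *Ass1* (-0.21 to 0.48), *Asl* (-0.028 to 0.11) and *Eif2s1* (-0.028 to 0.085). The *Ddit3* value fell under 0 only without WT replicate 5 of day 5.

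Of 238 results for single genes, all 30 libraries in one fit turned 21 calls into no call and 2 the other way, DESeq2 2 and 5, DESeq2's size factors 2 and 3, all genes with at least 1 count 10 and 7, at least 10 counts in every library 1 and 3, abundant RNA removed 3 and 3, and the replicate block 7 and 4. Depth limits *Padi2*, *Padi4* and, at day 5, *Ass1*, whose counts were too low to test, and *Padi1*, at a mean of 0.782 to 2.05 CPM.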

Differences from the paper's values

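No test in this part was chosen only after the result was seen.

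The paper gives an 8- to 10-fold increase of *Chop* and *CHAC1* transcripts during differentiation, for both genes together and without naming a day. For *Ddit3* (Chop) at day 5, the fold change of Abcb10-null against WT cells (edgeR) was 3.41, under the lower end of that range, 8. None of the 7 alternative settings set before the data were examined reached it (3.29 to 4.35), nor did 9 of the 10 fits that each left out 1 library (from 2.99), while without WT replicate 5 of day 5 it was 5.96, within the limits used here (a factor of 1.5 and the SD between libraries). For *Chac1* at day 5, the fold change was 19.3, over the upper end of the range, 10. None of the 7 alternatives set before the data were examined closed the gap (18.5 to 32.6). Nor did any of the 10 fits that each left out 1 library (15.9 to 59.5). At day 2 the fold changes, 6.75 for *Ddit3* and 9.36 for *Chac1*, did not differ from the paper's by these limits. Because the paper names no day, the day 5 values differ from its range only if the range covers that day. The paper's methods state that outliers were identified with the ROUT method, and the legend of Fig. 5B gives 3 to 5 replicates, without naming the libraries. All 5 libraries of each group were used here.

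The bar graphs of Fig. 5B, Fig. S1B and Fig. S3B have axes labelled FPKM. The heights read from them by eye lie on the scale of the deposited counts: over 15 genes the median ratio of the mean count to the height was 1.01 in WT and 1 in Abcb10-null cells at day 0, 1 and 1 at day 2, and 1.01 and 0.848 at day 5. The ratios of single genes ranged from 0.987 to 3.64 in WT and from 0.738 to 1.64 in Abcb10-null cells at day 5. With all 5 libraries, *Ddit3*, *Chac1* and *Slc7a7* in WT cells and *Cpox* in Abcb10-null cells, all at day 5, were more than 1.5 times the height, with a difference smaller than the SD between libraries. In WT cells at day 5, the mean count of *Ddit3* was 1676 with all 5 libraries and 847.2 without replicate 5, against about 840 in Fig. 5B, read by eye. For *Chac1* it was 72.8 and 20.5, against about 20 in Fig. 5B, read by eye. For *Slc7a7* it was 248 and 126.8, against about 120 in Fig. S3B, read by eye. In Abcb10-null cells at day 5, the mean count of *Cpox* was 2790 with all 5 libraries, against about 1700 in Fig. S1B, read by eye, and past the limits without replicate 4 (3188) or replicate 5 (3102). Without replicate 3, *Slc7a7* was at 476 against about 800 in Fig. S3B and *Uros* at 1216 against about 1900 in Fig. S1B, both read by eye and both past the limits. In WT cells at day 5, the mean count of *Atf4* was 3025 with all 5 libraries and 2167 without replicate 5, against about 3000 in Fig. 5B, read by eye, and that of *Slc7a11* 449 and 248.8, against about 450 in Fig. S3B, read by eye. Leaving out replicate 5 thus brings *Ddit3*, *Chac1* and *Slc7a7* closer to the figures and takes *Atf4* and *Slc7a11* away from them, *Slc7a11* past the limits.

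The paper states that transcripts of *Padi1* were not found, whereas all 30 libraries had more than 3 counts of it. By RT-qPCR it describes *Asl* transcripts as lower in Abcb10-null cells and as rising in WT cells. In these libraries *Asl* was called higher in Abcb10-null cells at day 0 (0.39, edgeR adjusted p = 0.00312) and day 5 (0.42, edgeR adjusted p = 0.02). The day 5 call was lost under some settings, given below. In WT cells *Asl* was not called from day 0 to day 5 (-0.10, edgeR adjusted p = 0.461). Also by RT-qPCR, the paper describes *CAT1* (*Slc7a1*) as falling over time in WT cells. Here its WT means were 64.6 ± 11.2, 107 ± 31.4 and 43.5 ± 16.9 CPM at days 0, 2 and 5 (SD, n = 5). It describes *Ass* as lower, most clearly at day 0, where *Ass1* was not called here. *Padi3*, described as slightly higher at days 0 and 5, averaged 61.5 ± 13.8 CPM in WT and 59.3 ± 8.38 in Abcb10-null cells at day 5. The paper also states that Chop transcripts fell in WT cells. At day 2 *Ddit3* was called lower than at day 0 in WT cells, though not with all 30 libraries in one fit. At day 5, however, *Ddit3* had a log2 fold change of 0.78 against day 0 (edgeR adjusted p = 0.103). It was called higher with all genes with at least 1 count (7.43e-08; from 7.43e-08 to 0.291 over its 6 alternatives) and without WT replicate 2 of day 5 (0.97), and was -0.044 without WT replicate 5 of day 5. For the fall of *CHAC1* in WT cells, *Chac1* was likewise called lower at day 2. That call was lost with all 30 libraries in one fit and in some fits with 1 library left out. The *Chac1* value of day 5, -0.62 (edgeR adjusted p = 0.401), was called with all genes with at least 1 count (0.0202). It was also called with the replicate block (0.0217; from 0.0202 to 0.397 over its 6 alternatives) and without WT replicate 5 of day 5 (-2.26).

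The paper lists *Slc7a5*, *Slc7a6* and *Slc7a7* as higher in Abcb10-null cells during differentiation. At day 2, *Slc7a5* (0.26, edgeR adjusted p = 0.527) and *Slc7a6* (0.18, edgeR adjusted p = 0.297) were not called under any setting run. At day 5, *Slc7a7* (1.19, edgeR adjusted p = 0.0507) was called with all genes with at least 1 count (1.29e-08), with at least 10 counts in every library (0.0451), with all 30 libraries in one fit (0.0053), with the replicate block (0.02; from 1.29e-08 to 0.0761 over its 7 alternatives) and without WT replicate 5 (7.01e-05).

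The paper describes *Alad*, *Urod*, *Cpox*, *Ppox* and *Fech* as lower in Abcb10-null cells. At day 0, *Cpox* was called higher (0.18, edgeR adjusted p = 0.0403), though not with all 30 libraries in one fit (0.65; from 0.0374 to 0.65 over its 7 alternatives). At day 2, *Alad* (-0.59, edgeR adjusted p = 0.0606) was called with DESeq2 (0.0425), all genes with at least 1 count (0.00606), all 30 libraries in one fit (0.00903), the replicate block (0.049; from 0.00606 to 0.0587 over its 7 alternatives) and without Abcb10-null replicate 3 (0.0183), and *Cpox* (-0.36, edgeR adjusted p = 0.107) under no setting run.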

Other observations

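The tests of depth in Abcb10-null replicate 4 of day 5, of delayed differentiation for *Alad* and *Cpox*, of the clone, of single libraries with an interferon response, of an NRF2 response and of reads shared with nuclear copies were chosen only after the result was seen.

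Abcb10-null replicate 4 of day 5 had counts on more genes than the other libraries. With all 30 libraries thinned to the same total, 36511 genes kept a count in it, against at most 29689 and a median of 18153 in the other 29, so depth does not account for it. Genes lower in Abcb10-null cells gave a share of WT RNA of -1.61% (44 genes; -8.61% to 4.94% in the other Abcb10-null libraries of day 5), and *Abcb10* itself was at 181 CPM (highest of the others 237), which argues against WT RNA, although the 55 genes higher in Abcb10-null cells gave 17.8%. Unspecific background over the genome may explain it. Counts on 1967 olfactory and vomeronasal receptor genes, of which 1333 had a count, varied 7.2 times as much as a Poisson spread by exon length, against at least 32 and a median of 233 in the other libraries. The 10 highest of them held 6.33% of the receptor counts, against a median of 66.2%. Across receptor genes, which are not independent replicates, count and exon length had a rank correlation of 0.589. This background limits folds of genes near the floor at day 5.

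Whether delayed differentiation alone, with Abcb10-null cells at day 5 resembling WT cells of an earlier stage, could raise the ATF4 targets was tested by comparing their day 5 means with WT cells. For 26 of 29 targets the Abcb10-null mean at day 5 exceeded the WT means of both day 0 and day 5 (26 also without WT replicate 5 of day 5). This argues against delay as the whole cause if WT levels between these days stay within those means. The WT means of day 2 were not part of the test, so a passing peak in WT cells was not checked. The heme synthesis enzymes reached a median of 66.9% of the WT change from day 0 to day 5, against a median of 64.1% over 1306 genes that changed at least 4-fold in WT cells (5th to 95th percentile 13.8% to 128%), and of 64.3% over 4623 genes that changed at least 2-fold. Single enzymes ranged from -136% to 99.8%, so this median decides little. *Alad* reached 5.32% and *Cpox* -136%. Both genes were lower at day 5 than at day 2 in Abcb10-null cells, with 5 of 5 libraries of day 5 below every library of day 2 for each (349 ± 128 and 183 ± 30.8 CPM for *Alad*, 419.8 ± 93.6 and 184 ± 64.2 for *Cpox*; SD, n = 5). The WT means went from 507 ± 102 to 617 ± 76.4 CPM for *Alad* and from 522 ± 71.3 to 613 ± 216 for *Cpox* (SD, n = 5), with WT replicate 5 at 236 CPM of *Cpox* at day 5. For *Cpox* all 5 also lay below every WT library of days 0 and 2. These values argue against delay as the whole cause for *Alad* and *Cpox*, and for the set delay cannot be told apart from another cause, because its members go different ways and the range over all changed genes is wide.

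The interferon-stimulated genes stood out. Interferon response sets are among the day 0 entries of the paper's Table S1, and its main text does not discuss them. The median log2 fold change in Abcb10-null cells was 2.91 at day 0 (limma camera adjusted p = 4.09e-36, 26 of 27 genes called higher) and 0.96 at day 2 (limma camera adjusted p = 1.63e-06, 18 of 26 higher), and 0.11 at day 5 (limma camera adjusted p = 0.17). At day 0 the mean log2(CPM + 0.5) over the set was 5.4 in Abcb10-null and 2.79 in WT cells (exact permutation test, two-sided p = 0.00794, the smallest that 5 libraries against 5 allow). After thinning to equal depth the day 0 difference was 2.7, and after removal of the trend on GC content and length 2.84, which argues against both as causes. It is not the work of 1 or 2 libraries, since 5 of 5 Abcb10-null libraries lay above every WT library at day 0, 5 at day 2 and 2 at day 5. An interferon response may follow from Abcb10 loss or be a property of the clone, and these cannot be told apart, because only 1 Abcb10-null clone was sequenced. The day 5 set median was 0.21, 0.17 and 0.029 without WT replicate 1, 3 or 5, and 0.21, 0.047 and 0.18 without Abcb10-null replicate 1, 3 or 5, and the set was called at day 5 only with all genes with at least 1 count (0.0443; from 0.0443 to 0.701 over its 8 alternatives).

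*Slc7a11* is a target of both ATF4 and NRF2. Of the 15 other NRF2 target genes tested at day 5, 4 were called higher and 4 lower, with a median log2 fold change of -0.256. An NRF2 response may or may not contribute to *Slc7a11*, and this cannot be told apart here, because the other targets went both ways. The set of NRF2 target genes had medians of 0.050, -0.089 and -0.14 at days 0, 2 and 5 (limma camera adjusted p = 0.737, 0.575 and 0.641), and the medians were 0.0066 at day 0 without WT replicate 2, 0.0011 at day 2 without Abcb10-null replicate 5 and -0.087 at day 5 without WT replicate 1.

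Of 13 mitochondria-encoded protein genes, 6 had at most 26 counts over the 30 libraries and the other 7 at least 13739. For 5 of the 6 (*mt-Atp6*, *mt-Co2*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l*), a median of 99.52% of their 51-base pieces also occur in another annotated transcript, against at most 62.2% for the genes counted, so reads shared with nuclear copies and not counted may explain their lack of counts. For *mt-Atp8* the share was 0%. Only annotated transcripts were searched, so a nuclear copy without one would be missed, and the explanation stays open for that gene. These 6 genes and 5 names were chosen after their values were seen. The mitochondria-encoded OXPHOS subunits therefore rest on the 7 genes counted: their medians were -0.74, -0.36 and -0.79 (limma camera adjusted p = 1.73e-05, 0.268 and 0.0213), the day 5 call was not made by fry (0.0572; from 2.07e-05 to 0.492 over its 7 alternatives), and the day 5 median was -1.18 without WT replicate 5. The day 2 median was -0.17 without WT replicate 3 and -0.20 without Abcb10-null replicate 4.

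The other gene sets, at days 0, 2 and 5, had these median log2 fold changes. The nuclear-encoded OXPHOS subunits had -0.22, 0.081 and -0.012 (limma camera adjusted p = 7.07e-10, 0.13 and 0.407). At day 2 they were called when all genes with at least 1 count were tested (0.00138; from 0.00138 to 0.727 over its 8 alternatives) and without WT replicate 3, 4 or 5 or Abcb10-null replicate 1 or 3, and the median was -0.0036 without WT replicate 1. At day 5 they were called without WT replicate 2 (-0.13) and above 0 without WT replicate 1 (0.035) or 5 (0.022) or Abcb10-null replicate 4 (0.0039). The S-phase and mitosis genes had 0.049, -0.068 and -0.10 (limma camera adjusted p = 0.796, 0.341 and 0.162). At day 5 these were called when all genes with at least 1 count were tested (0.00963; from 0.00963 to 0.701 over its 8 alternatives) and without WT replicate 2 (-0.13), and their median was -0.18 without Abcb10-null replicate 2, -0.16 without replicate 3 and -0.028 without replicate 4. At day 0 it was 0.0089 without WT replicate 3, and at day 2 -0.033 without Abcb10-null replicate 5. The replication-dependent histones had -0.46, 0.78 and 0.58 (limma camera adjusted p = 1.44e-14, 6.73e-13 and 8.57e-05), with 41 of 62 genes called lower at day 0 and 40 of 64 higher at day 2 (0.79 with DESeq2's size factors). fry called day 2 (0.0193) but not day 5 (0.0838; from 1.98e-11 to 0.629 over its 8 alternatives), and camera with an estimated correlation called neither day 0 (0.267) nor day 2 (0.334). Histone-containing sets are among the day 0 entries of the paper's Table S1. The ER chaperones had -0.24 at day 0 and -0.17 at day 2 (limma camera adjusted p = 3.40e-06 and 0.268), and fry called day 2 (0.041; from 0.041 to 0.62 over its 8 alternatives). The day 2 median was -0.26 without Abcb10-null replicate 2 and -0.10 without replicate 5. The glycolysis enzymes had -0.50 at day 2 and -0.017 at day 5 (limma camera adjusted p = 0.0015 and 0.677), with -0.33 at day 2 without Abcb10-null replicate 3 and from -0.16 (without WT replicate 5) to 0.11 (without WT replicate 1) at day 5.

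Some genes that the paper measured by RT-qPCR were also in these libraries, as was *Slc25a37* (Mfrn1), which the paper names in its introduction and did not measure that way. *Padi3* had log2 fold changes of 0.23, edgeR adjusted p = 0.0204, at day 0, -0.012 at day 2 and -0.058 at day 5, of which the last was 0.070 without WT replicate 5. The day 0 call was lost with all 30 libraries in one fit (0.228; from 0.0171 to 0.228 over its 7 alternatives) and held in 5 of 10 fits with 1 library left out. *Naprt* was lower, with -0.86, edgeR adjusted p = 0.0277, at day 0, -1.12, edgeR adjusted p = 0.00887, at day 2 and -1.34, edgeR adjusted p = 0.0131, at day 5. At day 0 its value was -0.59 without WT replicate 1 and no longer called, the call was also lost with all genes with at least 1 count, all 30 libraries in one fit, the replicate block and 2 more fits with 1 library left out (from 0.0167 to 0.0731 over its 7 alternatives), and it shares 11.8% of its exon bases with *Eef1d*. *Asl* was higher at day 0 (0.39, edgeR adjusted p = 0.00312) and day 5 (0.42, edgeR adjusted p = 0.02), the latter lost when all genes with at least 1 count were tested (0.226), with the replicate block (0.0573; from 0.00386 to 0.226 over its 7 alternatives), without WT replicate 1 (0.39) and without Abcb10-null replicate 2 (0.34). It was not called at day 2 (0.10, edgeR adjusted p = 0.599). *Ass1* was not called at day 0 (-0.36, edgeR adjusted p = 0.175) or day 2 (-0.58, edgeR adjusted p = 0.261) and was too low to test at day 5, at 0.726 ± 0.465 CPM (SD, n = 5) in WT and 0.591 ± 0.291 in Abcb10-null cells. *Slc7a1* (CAT1) was lower at day 0 (-0.70, edgeR adjusted p = 2.32e-05) and higher at day 5 (1.74, edgeR adjusted p = 6.78e-05). At day 2 it was not called (-0.080, edgeR adjusted p = 0.796) and was 0.044 without WT replicate 1. *Slc25a37* was lower at day 0 (-0.31, edgeR adjusted p = 0.00576; not called with all 30 libraries in one fit, 0.455; from 0.00169 to 0.455 over its 7 alternatives), day 2 (-0.93, edgeR adjusted p = 0.0189) and day 5 (-1.98, edgeR adjusted p = 0.000111), and the day 2 call was lost without WT replicate 1 (-0.73) or 2 (-0.78) or Abcb10-null replicate 1 (-0.87).

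Of the genes for the 4 eIF2S1 kinases, *Eif2ak1* (HRI, activated by low heme) was lower at day 0 (-0.32, edgeR adjusted p = 0.0384), day 2 (-1.05, edgeR adjusted p = 0.00328) and day 5 (-1.02, edgeR adjusted p = 0.0164). Its day 0 call held in 4 of 10 fits with 1 library left out, and its day 5 value was -0.64 without WT replicate 2. *Eif2ak2* was not called at day 2 (0.063, edgeR adjusted p = 0.741; -0.037 without Abcb10-null replicate 3) and was lower at day 5 (-0.56, edgeR adjusted p = 0.00209). *Eif2ak3* (PERK) was lower at day 2 (-0.42, edgeR adjusted p = 0.0462), a call that 3 of 10 fits with 1 library left out kept, and was not called at day 5 (-0.074, edgeR adjusted p = 0.656). At day 0 (-0.25, edgeR adjusted p = 0.0547) it was called with DESeq2 (0.0448; from 0.0417 to 0.197 over its 7 alternatives), its size factors, abundant RNA removed, the replicate block and in 3 of 10 fits with 1 library left out. *Eif2ak4* (GCN2) was not called at day 0 (0.17, edgeR adjusted p = 0.0775), day 2 (-0.13, edgeR adjusted p = 0.372) or day 5 (-0.017, edgeR adjusted p = 0.921), except at day 0 without Abcb10-null replicate 3 (0.21). Transcript levels do not give kinase activity, which was not analysed here.

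In a principal component analysis of log2 CPM of the 30 libraries, the first component held 42.6% of the variance and the second 14.58%.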
